# Cyclophilin D‐dependent mitochondrial permeability transition amplifies inflammatory reprogramming in endotoxemia

**DOI:** 10.1002/2211-5463.13091

**Published:** 2021-02-13

**Authors:** Balazs Veres, Krisztian Eros, Csenge Antus, Nikoletta Kalman, Fruzsina Fonai, Peter Balazs Jakus, Eva Boros, Zoltan Hegedus, Istvan Nagy, Laszlo Tretter, Ferenc Gallyas, Balazs Sumegi

**Keywords:** antioxidant, cyclophilin D, endotoxin, gene expression, inflammation, liver, mitochondria, oxidative stress, reprogramming, Toll‐like receptor

## Abstract

Microorganisms or LPS (lipopolysaccharide), an outer membrane component of Gram‐negative bacteria, can induce a systemic inflammatory response that leads to sepsis, multiple organ dysfunction, and mortality. Here, we investigated the role of cyclophilin D (CypD)‐dependent mitochondrial permeability transition (mPT) in the immunosuppressive phase of LPS‐induced endotoxic shock. The liver plays an important role in immunity and organ dysfunction; therefore, we used liver RNA sequencing (RNA‐seq) data, Ingenuity^®^ Pathway Analysis (IPA ^®^) to investigate the complex role of mPT formation in inflammatory reprogramming and disease progression. LPS induced significant changes in the expression of 2844 genes, affecting 179 pathways related to mitochondrial dysfunction, defective oxidative phosphorylation, nitric oxide (NO) and reactive oxygen species (ROS) accumulation, nuclear factor, erythroid 2 like 2 (Nrf2), Toll‐like receptors (TLRs), and tumor necrosis factor α receptor (TNFR)‐mediated processes in wild‐type mice. The disruption of CypD reduced LPS‐induced alterations in gene expression and pathways involving TNFRs and TLRs, in addition to improving survival and attenuating oxidative liver damage and the related NO‐ and ROS‐producing pathways. CypD deficiency diminished the suppressive effect of LPS on mitochondrial function, nuclear‐ and mitochondrial‐encoded genes, and mitochondrial DNA (mtDNA) quantity, which could be critical in improving survival. Our data propose that CypD‐dependent mPT is an amplifier in inflammatory reprogramming and promotes disease progression. The mortality in human sepsis and shock is associated with mitochondrial dysfunction. Prevention of mPT by CypD disruption reduces inflammatory reprogramming, mitochondrial dysfunction, and lethality; therefore, CypD can be a novel drug target in endotoxic shock and related inflammatory diseases.

**Abbreviations**
4‐HNE: 4‐hydroxynonenal
adjPval: false discovery rate adjusted p‐values by Benjamini–Hochberg methodology
Akt2: Akt serine/threonine kinase 2
Atf4: activating transcription factor 4
Cat: catalase
c‐Jun: jun proto‐oncogene, AP‐1 transcription factor subunit
c‐Myc: v‐myc avian myelocytomatosis viral oncogene homolog
Cox7c: cytochrome C oxidase subunit 7C
Csf1: colony stimulating factor 1
Cxcl2: C‐X‐C motif chemokine ligand 2
CypD/Ppif: cyclophilin D/Peptidyl‐prolyl cis‐trans isomerase F
DAMPs: damage‐associated molecular patterns
DEG: differentially expressed gene
ePCR: emulsion polymerase chain reaction
Erk1/2: extracellular signal‐regulated kinase ½
Fas: fas cell surface death receptor
FDR: false discovery rate
Gapdh: glyceraldehyde‐3‐phosphate dehydrogenase
Gapdh: glyceraldehyde‐3‐phosphate dehydrogenase
Gpx1: glutathione peroxidase
Gsr: glutathione S‐reductase
Gstt: glutathione S‐transferase θ 1
Hif1a: hypoxia‐inducible factor 1α
Hnf4a: hepatocyte nuclear factor 4 alpha
Ifnγ: interferon γ
iNOS/Nos2: inducible NO synthase
IPA®: Ingenuity® Pathway Analysis
IPKB: Ingenuity® Pathway Knowledge Base
Irak3: interleukin‐1 receptor‐associated kinase
Lbp: lipopolysaccharide binding protein
LPS: lipopolysaccharide
Lrpprc: leucine‐rich pentatricopeptide repeat containing
MAPK: mitogen‐activated protein kinase
mito12SrRNA: mitochondrial 12S rRNA
mPT: mitochondrial permeability transition
Mrpl: mitochondrial ribosomal protein L
mtDNA: mitochondrial DNA
mtND5: mitochondrial NADH dehydrogenase subunit 5
Myd88: myeloid differentiation primary response 88
Ndufb5: NADH:ubiquinone oxidoreductase subunit B5
NF‐ κB: nuclear factor κB
Nfkbia: inhibitor of nuclear factor κB kinase subunit α
Nfkbib: inhibitor of nuclear factor κB kinase subunit β
Nik: NF‐κβ‐inducing kinase
Nlrp12: NLR family pyrin domain‐containing 12
NO: nitric oxide
NRF2/Nfe2l2: nuclear respiratory factor 2/nuclear factor, erythroid 2 like 2
Prdx1: peroxiredoxin 1
qPCR: quantitative polymerase chain reaction
Rela: RELA proto‐oncogene, NF‐κB subunit
RIN: RNA integrity number
RNA‐seq: whole transcriptome mRNA sequencing
ROS: reactive oxygen species
Sdhc: succinate dehydrogenase complex subunit C
Sigirr: single Ig and TIR domain containing
Sod2: superoxide dismutase 2
SSS: DNA standard stock solution;
Tab2: TGF‐β Activated Kinase 1 Binding Protein 2
Tank: TRAF family member‐associated nuclear factor‐κB activator
Tbk: Tank‐binding kinase
TLR: toll‐like receptor
Tnfaip3/A20: TNF alpha induced protein 3
TNFR: tumor necrosis factor α receptor
Tnfrsf1a: TNF receptor superfamily member 1A
Tnfrsf1b: TNF receptor superfamily member 1B
TNFα: tumor necrosis factor α
WT: wild type
β2m: β2 microtubulin

## Introduction

Microorganisms or LPS, an outer membrane component of Gram‐negative bacteria, can induce a systemic inflammatory response that leads to sepsis, multiple organ dysfunction, and mortality [1]. In the early phase of sepsis, a hyperinflammatory state exists, during which a large quantity of cytokines and chemokines are produced, leading to redox imbalance followed by innate immune dysfunction and adaptive immune suppression that eventually results in multiple organ failure and death [1, 2]. With improvements in intensive care management, the rate of early sepsis mortality has been reduced; therefore, the search for sepsis‐induced alterations in immune function and cellular damage has been concentrated on the late phase [2]. The importance of elucidating novel therapeutic targets, affecting the late phase of sepsis‐induced alterations in immune function and cellular damage, is highlighted by the very limited success of anti‐inflammatory therapies to date [1]. Animal studies raised the possibility that activation of the late‐phase inflammatory response could be advantageous [3]. The exact molecular mechanism of late‐phase multiple organ dysfunction and mortality in septic shock is not well characterized yet; however, it has been suggested that mitochondrial damage can play a role [4, 5].

In the liver, microorganism‐ or LPS‐induced inflammation can contribute to the death of hepatocytes, releasing damage‐associated molecular patterns (DAMPs), including those originating from the mitochondria, which process can contribute to disease progression [6, 7, 8]. Therefore, prevention of the extensive, predominantly necrotic cell death would likely decrease disease progression and promotes survival during LPS‐induced shock. It has been shown that oxidative stress is a significant contributor to LPS‐induced inflammatory signaling and fatality, which can be attenuated by antioxidants or NADPH oxidase 2 disruption [9, 10]. Unfortunately, antioxidants are effective only at millimolar concentrations and, thus, are not applicable to human studies. It has been reported that the opening of mPT, a nonspecific channel in the inner membranes of mitochondria, induces superoxide flashes [11] and propagates necrotic cell death [12, 13] and in this way contributes to the release of a large quantity of mitochondrial proteins including DAMPs [14]. These signal molecules, via TLR activation, maintain the vicious inflammatory cycle propagating organ dysfunction. The disruption of the peptidyl‐prolyl cis‐trans isomerase F (Ppif) gene product, CypD, an important regulator of the mitochondrial permeability transition, blocks the elevated Ca^++^ induced mPT and reduces ROS production and cell death [12, 13]. A nonspecific CypD inhibitor has been demonstrated to reduce the inflammatory response [15]. Our previous data showed that disruption of CypD protected against the LPS‐induced development of acute lung injury [16], inhibited LPS‐induced mPT pore opening in peritoneal macrophages, and reduced the LPS‐induced inflammatory response, mitochondrial depolarization, and cellular and mitochondrial ROS production [16, 17], suggesting that CypD is an interesting novel molecular target for the treatment of inflammatory diseases. Hepatocytes play a central role in the acute‐phase response, supplying circulation of different types of immune‐active proteins during stress conditions, including sepsis [18]. The liver also exerts an integrative role in metabolism, the expression of inflammatory proteins, and the regulation of the complement system [19], therefore, playing a critical role in the initiation of multiple organ failure in sepsis.

Microorganisms or LPS has been reported to initiate reprogramming of gene expression in cells and animal models, which contributes to the development of a hyperinflammatory state, and later an immunosuppressive phase [20, 21]. Most studies have preponderantly focused on the active inflammatory state of macrophages [22, 23], with only a few addressing inflammatory reprogramming in the liver [20, 22]. Sepsis‐induced fatality occurs predominantly during the late phase; therefore, in the present study, we strived to understand the molecular mechanisms of inflammatory reprogramming during the immunosuppressive phase of sepsis and the role of CypD‐dependent mPT in these processes.

## Results

### Effect of CypD deficiency on gene expression patterns in LPS‐induced endotoxic shock

Wild‐type (WT) and CypD^−/−^ mice were treated with 40 mg·kg^−1^ LPS and sacrificed after 2 or 24 h, and the liver was removed and processed for RNA isolation. The inflammatory state of mice was characterized by the expression of tumor necrosis factor‐α (*Tnfα*), C‐X‐C motif chemokine ligand 2 (*Cxcl2*), colony‐stimulating factor 1 (*Csf1*), and interferon‐γ (*Ifnγ*) (Fig. 1A), demonstrating an inflammatory burst at 2 h and an immunosuppressive phase at 24 h. At that late phase, LPS administration induced elevated expression of the microbial infection‐related Toll‐like receptor 2 (*Tlr2*), *Cd14*, TANK‐binding kinase 1 (*Tbk1*), and TRAF family member‐associated nuclear factor‐κB activator (*Tank*) and this upregulation was profoundly attenuated in LPS‐stressed CypD^−/−^ animals (Fig. 1B).

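In pooled liver RNA sequenced 24 h after LPS, *Cd14*, the coreceptor that binds LPS, was 135-fold higher in treated than in untreated WT mice, by the authors' deposited table. Within CypD-/- mice the corresponding fold was 113, and LPS-treated CypD-/- mice had 2.11-fold less *Cd14* mRNA than LPS-treated WT mice. Multiplying these folds gave 64.2 times the level of untreated WT mice for *Cd14* in LPS-treated CypD-/- mice. *Tbk1*, a kinase downstream of Toll-like receptors, rose 4.24-fold in WT and 2.34-fold in CypD-/- mice in the authors' deposited tables. Its derived level in LPS-treated CypD-/- mice was 2.36 times that of untreated WT mice, and the direct comparison lists it 1.80-fold lower than in LPS-treated WT mice. *Tlr2*, the receptor for bacterial lipopeptides (chromosome 3, 83836272 to 83841767 of GRCm38), rose 7.12-fold in WT and 8.48-fold in CypD-/- mice and is listed in neither comparison between the genotypes. *Tank* rose 3.04-fold in WT mice and is not listed after LPS in CypD-/- mice or in the direct comparison. *Cd14* lies on chromosome 18 from 36725067 to 36726798. Each group was sequenced as 1 pooled library, so none of these folds has an error.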

**Fig. 1:**
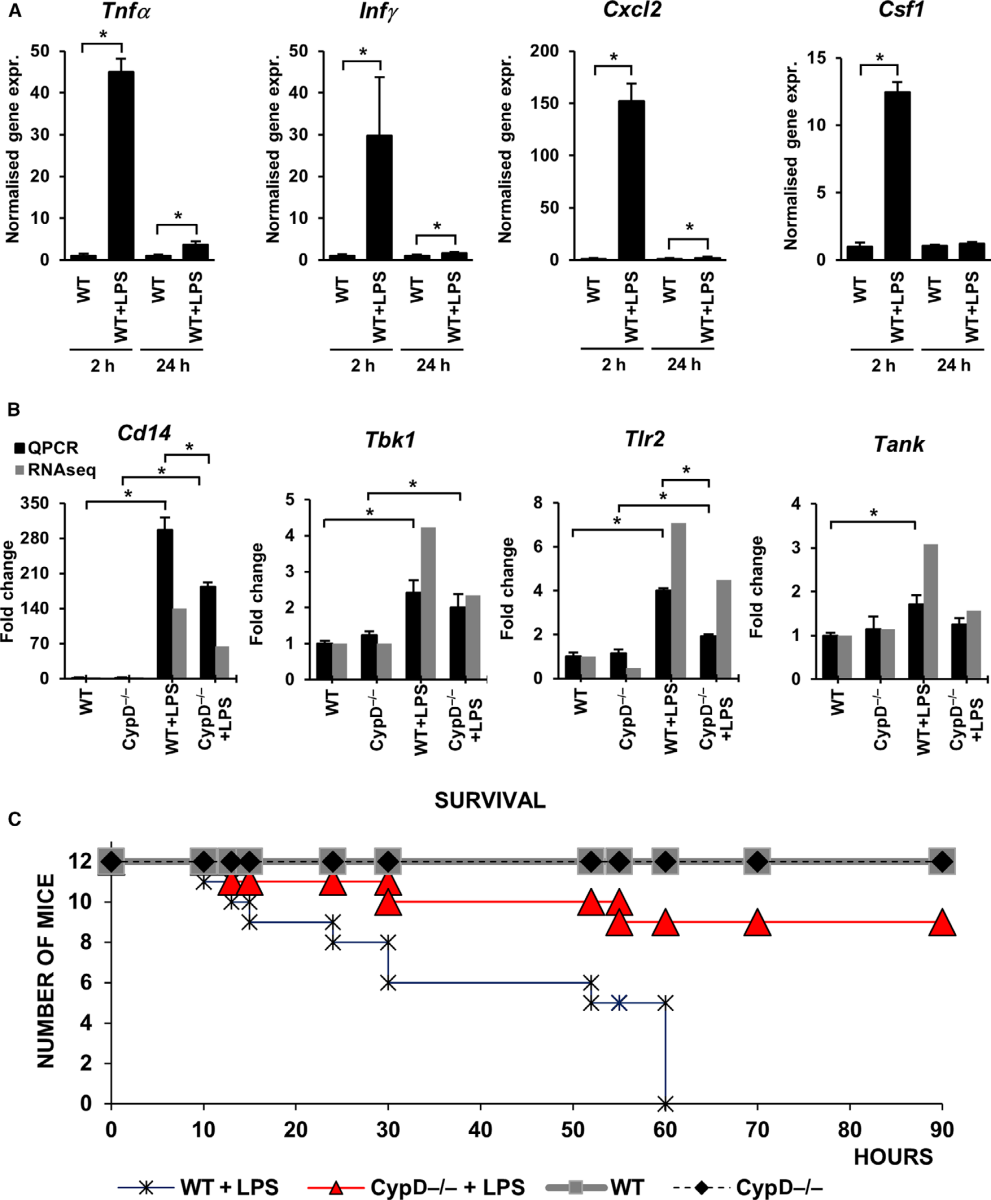
Cyclophilin D disruption alters the inflammatory response during LPS‐induced sterile shock in mouse liver. (A) LPS‐induced expression of Tnfα, Ifnγ, Cxcl2, and Csf1 at 2 h (proinflammatory phase) and 24 h (immunosuppressed phase) were determined by qPCR. Expression values were normalized to β‐actin. Data are presented as mean ± SEM of FC values (*n* = 5) relative to the expression in the WT group. *P < 0.05, independent samples *t*‐test at both time points. (B) qPCR validation of *Cd14*, *Tbk1, Tlr2,* and *Tank* mRNAs levels in sequencing data during LPS‐induced endotoxemia in WT and CypD^−/−^ mice liver. Data are presented as mean ± SEM of FC values (*n* = 5) normalized to the expression in WT mice. *P < 0.05, one‐way ANOVA followed by LSD *post hoc* comparisons on qPCR data. (C) Effect of LPS exposure on the survival of WT and CypD^−/−^ mice (*n* = 12, labeling in the Figure).

Survival data reveal that in WT mice, mortality occurred 10 h after LPS administration and there was a profound increase during the immunosuppressive phase, while CypD deficiency aided the survival of endotoxemic mice (Fig. 1C). Therefore, the LPS‐induced reprogramming of gene expression was analyzed during the immunosuppressive phase at 24 h using mRNA sequencing of the entire transcriptome in liver samples.

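Liver RNA from 4 groups of mice was sequenced, WT and CypD-/- mice that received PBS or 40 mg·kg-1 LPS 24 h earlier. The methods state that RNA of 3 biological replicates was pooled in equimolar amounts for each library, and the legends of the sequencing figures give an n of 5. With 1 library per group there was no spread between replicates to test against. The authors read 75 nt on the SOLiD system, mapped the reads to GRCm38 in CLC Genomics Workbench 6.0.1 and compared pairs of libraries by Kal's test with false discovery rate correction. The 4 deposited tables give a signed fold change and a q-value for each gene that passed the authors' thresholds of 1.5-fold and 0.05. Every fold printed here is taken from the authors' deposited tables, whereas the counts by gene list, overlaps, ratios of folds and derived levels were computed from them. A set of 44 gene lists (pathways, complexes and cell type markers) was fixed before the deposited data were examined, as was the rule for the genes named. Values in the paper's figures, which come from the same libraries, had been seen by then. Some other genes were named after their values were seen. A gene is described as having risen or fallen only where a table lists it, and a gene that is not listed has no value. The tables hold neither read counts nor levels per library, so the depth behind each fold is unknown. The 4 comparisons share libraries, so an error in 1 library enters 2 of them. For 74 genes listed in all 4 tables the folds could be multiplied around the design, and 71 of these closed to within 0.01 on the log2 scale. The exceptions were *Mup7*, *Mup13* and *Mup20*, genes of the major urinary protein family, with log2 differences of 0.41, 0.21 and -0.39. The tables also list Y-linked genes. *Ddx3y*, *Eif2s3y* and *Uty* were lower in LPS-treated than in untreated WT mice, although the methods describe male mice only.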

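*Ppif*, the gene of CypD, lies on chromosome 14 from 25694154 to 25700468 of GRCm38. Its transcript Ppif-201 has 6 exons and 1549 bases in GENCODE M21. Exon 2 spans 25695473 to 25695503 (31 bases), exon 3 spans 25696004 to 25696092 (89 bases) and exon 4 spans 25697573 to 25697669 (97 bases). Together they hold 217 bases, 14.0% of the transcript, so most of the transcript lies outside them. *Ppif* mRNA was 2.72-fold lower in untreated CypD-/- than in untreated WT mice by the authors' deposited table. LPS lowered it 2.20-fold in WT mice, and neither of the comparisons that involve LPS-treated CypD-/- mice lists it. The deposited table gives 1 fold for the gene, without separate values for its exons.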

Figure S2 A shows the read alignment of the *Ppif* gene in WT and CypD^−/−^ mice, indicating the deletion of exons 2, 3, and 4. 

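In WT mice, the largest rises after LPS in the authors' deposited table were those of *Ier3*, an immediate early gene (221-fold), *Slc10a6*, a steroid sulfate transporter (198-fold), and *Cxcl5*, a neutrophil-attracting chemokine (197-fold). *Slc10a6* (406-fold) and *Ier3* (323-fold) were also the largest rises within CypD-/- mice, followed by the antimicrobial lectins *Reg3g* (275-fold) and *Reg3b* (259-fold). The largest falls in WT mice were those of *Clec2h* (74.1-fold), *Dsg1c* (64.7-fold) and *Tff3* (57.9-fold), and within CypD-/- mice those of the clock gene *Per3* (11.3-fold) and of *Cyp2c39* (9.08-fold). Of the genes listed in WT mice, 1328 changed at least 4-fold, 416 upward and 912 downward. Within CypD-/- mice 286 did so, 215 upward and 71 downward. The median fold of the listed genes was 3.74 in WT and 2.54 in CypD-/- mice. Folds were infinite for 8 genes in WT, among them *Il1r2*, *Fgf23* and *Ms4a4a*, and for 6 in CypD-/- mice, among them *Csf3*, *Ccl7* and *Ngp*.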

Visualizing the expression profiles of DEGs among the experimental groups shows large‐scale differences in LPS‐induced alterations between WT and CypD^−/−^ mice (Fig. S1A). The Venn diagram demonstrates the proportions of DEGs among the groups (Fig. 2B). 

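Symbols were matched across the authors' deposited tables without regard to letter case, and 3113 genes appear in at least 1 of the 4. LPS changed 1259 genes in both genotypes, and 1247 of these moved in the same direction. They make up 44.3% of the genes listed in WT and 87.1% of those listed in CypD-/- mice. Of the shared genes, 724 are listed in no comparison between genotypes, 427 also differ between the LPS-treated groups but not between the untreated groups, 74 differ in both and 34 between the untreated groups alone. *Lcn2*, an iron-sequestering acute phase protein, was among the 427: it rose 179-fold in WT and 101-fold in CypD-/- mice in the authors' deposited tables and was 2.21-fold lower in LPS-treated CypD-/- mice. *Saa1*, another acute phase protein, rose 71.2-fold in WT and 47.7-fold in CypD-/- mice and is listed in neither comparison between genotypes.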

A total of 3140 differentially expressed genes were found, 726 of which were identical in the LPS‐treated WT and CypD^−/−^ mice, while an additional 72 genes occurred in all comparisons. LPS exposure induced the differential expression of 1189 and 142 genes unique to WT and CypD^−/−^ background, respectively. 

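Among the genes listed in a single comparison, 1171 changed after LPS in WT mice and 137 after LPS in CypD-/- mice. The chemokine *Cxcl2* (68.4-fold higher) and the macrophage growth factor *Csf1* (4.17-fold higher) are listed in the authors' deposited table of WT mice alone, as are the adhesion molecules *Sele* (41.5-fold) and *Selp* (9.55-fold). Those listed within CypD-/- mice alone include the heme-degrading enzyme *Hmox1* (3.88-fold higher) and the myeloid markers *Ly6c2* (16.6-fold) and *Itgam* (15.9-fold). Listing in a single genotype does not show that the genotypes differ, and the difference between the LPS effects was not tested. The direct comparison of the LPS-treated groups lists 867 of the genes that changed in WT mice, of which 330 appear in no other table.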

CypD deficiency in itself induced the differential expression of altogether 245 genes. 

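In untreated CypD-/- mice, 87 genes were higher and 158 lower than in untreated WT mice. Genes of lipid synthesis were among the higher ones: 12 of 23 genes of cholesterol synthesis and 9 of 16 of fatty acid synthesis were higher and none was lower. By the authors' deposited table, *Fdps*, an enzyme of isoprenoid synthesis, was 2.51-fold higher, *Acacb*, an acetyl-CoA carboxylase, 3.31-fold and the lipogenic factor *Thrsp* 2.75-fold. The largest rises were those of *Fabp5*, a fatty acid carrier (5.79-fold), and *Mup1* (5.02-fold), and 14 of 21 major urinary proteins were higher. Of 79 cytosolic ribosomal proteins, 16 were lower, *Rps29* the most (5.80-fold). The largest falls were those of *Cyp2b9* (68.1-fold), *A1bg* (55.0-fold) and *Sult2a1* (47.5-fold), all more abundant in female than in male mouse liver. Of 30 such female-predominant genes 20 were lower and none was higher, whereas 9 of 25 male-predominant genes were higher and none was lower. At a threshold of 2-fold the count falls from 245 to 115 genes.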

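The largest of the changes listed in untreated CypD-/- mice alone were falls of *Sult2a5*, a sulfotransferase (41.2-fold), *Cxcl13*, a B-cell-attracting chemokine (23.5-fold), and *Slc22a27*, a female-predominant anion transporter (7.59-fold), by the authors' deposited table. With symbols matched without regard to letter case, 15 genes were listed in that comparison and no other. Smaller falls were those of the unannotated transcript *LOC100502818* (2.12-fold), the calcium-dependent ATP carrier *Slc25a25* (2.11-fold), the P450 reductase *Por* (1.78-fold), the methionine enzyme *Mat1a* (1.68-fold), the plasma acyltransferase *Lcat* (1.66-fold) and the transcription factor *Creb3l3* (1.66-fold). *Tmsb4x*, *B2m* and *Rpl34* were lower by 1.65-, 1.59- and 1.52-fold. The genes that rose were *Rabggtb* (1.91-fold), the steroid enzyme *Hsd17b2* (1.56-fold) and the fructokinase *Khk* (1.54-fold).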

Interestingly, among these only 16 genes were unique to this comparison and were not induced by LPS exposure.

**Fig. 2:**
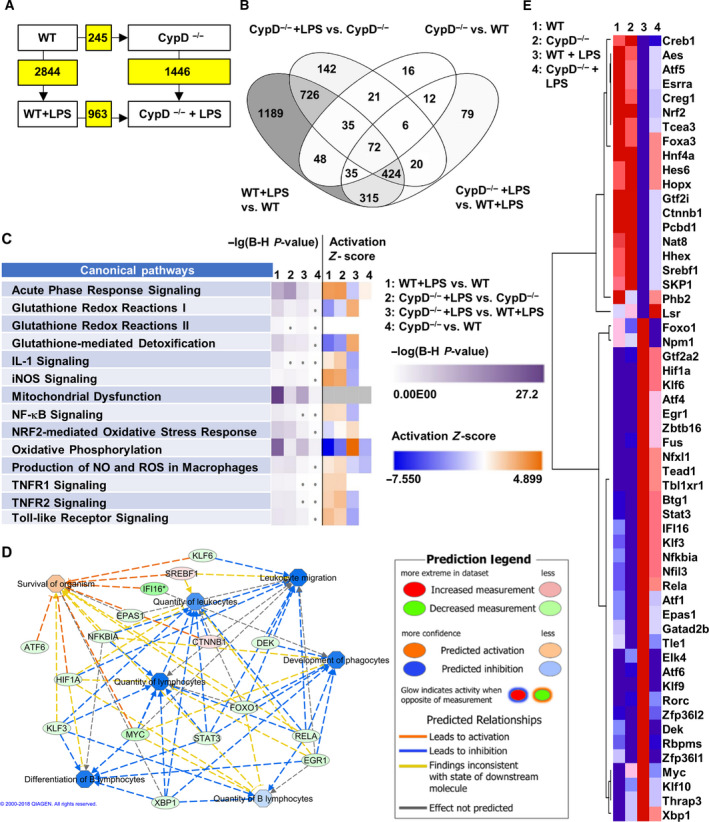
Cyclophilin D disruption alters gene expression reprogramming following LPS exposure in mouse liver. (A) Number of DEGs among the given comparisons. Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. (B) Venn diagram demonstrates proportions of DEGs among each of the comparisons (*n* = 5). (C) Comparing the LPS‐induced changes in WT and CypD^−/−^ mice for the pathways we analyze in detail in this work. Purple shades represent –lg of adjPval for the enrichment in the given pathway. Orange and blue shades represent predicted activation or suppression of the given pathway, respectively, by Z‐scores calculated based on the expressional changes (*n* = 5). (D) Modeling the effect of a subset of differentially expressed transcription factors in LPS‐stressed groups on immune cell activation and organismal survival. Legend is provided in the figure. (E) Heat map representing the expression tendencies of transcription factors differentially induced in expression by LPS in WT and CypD^−/−^ mouse livers by at least a 1.5‐fold expression level change and adjPval. < 0.05 (*n* = 5).

A total of 2715 and 1369 individual genes were mapped to the Ingenuity^®^ Pathway Knowledge Base (IPKB), demonstrated significantly different expression following LPS administration in WT and CypD^−/−^ mice, respectively (Fig. 2A). Of these genes, 881 (32.4%) and 426 (31.1%) were upregulated, while 1834 (67.6%) and 943 (68.9%) were suppressed in WT and CypD^−/−^ mice, respectively. These data indicate that the number of LPS‐affected genes in WT mice was halved in CypD^−/−^ mice, while there was a uniform 2‐fold increase in downregulation compared with upregulation in the immunosuppressive phase of endotoxemia, irrespective of the presence or absence of CypD.

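LPS raised 910 and lowered 1934 genes in WT mice, and raised 448 and lowered 998 within CypD-/- mice. Lower genes made up 68.0% of those listed in WT and 69.0% in CypD-/- mice, counted over all symbols of the authors' deposited tables. Of the genes that rose in WT mice, 362 (39.8%) also rose within CypD-/- mice, and of those that fell, 885 (45.8%) also fell. Fold sizes could be compared for 1241 genes that moved the same way in both genotypes with finite folds. Of these, 1050 (84.6%, Wilson 95% interval 82.5% to 86.5%) had the smaller fold within CypD-/- mice, with a median of 1.59 times smaller. The fallen genes had the smaller fold in 804 of 885 cases (90.8%), and the risen genes in 246 of 356 (69.1%). Among genes that changed at least 4-fold within CypD-/- mice the share was 68.0% of 256. Genes are not independent replicates, so the interval describes these libraries only. Sex-linked transcripts moved with the same libraries: *Uty*, on the Y chromosome from 1096861 to 1245759, fell 13.6-fold after LPS in WT mice and is not listed within CypD-/- mice. Without the sex-predominant, Y-linked and major urinary protein genes, an alternative chosen after seeing the data, the share with the smaller fold was 84.4%. Leaving them out took the genes listed in both LPS comparisons only from 1259 to 1230, so the share could hardly move. It therefore does not show that the sex of the pooled mice had no part in the smaller folds. From the counts of genes, the paper concludes that loss of CypD reduced the number of LPS-affected genes while the balance between suppression and induction stayed as it was.

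**Figure D1:**
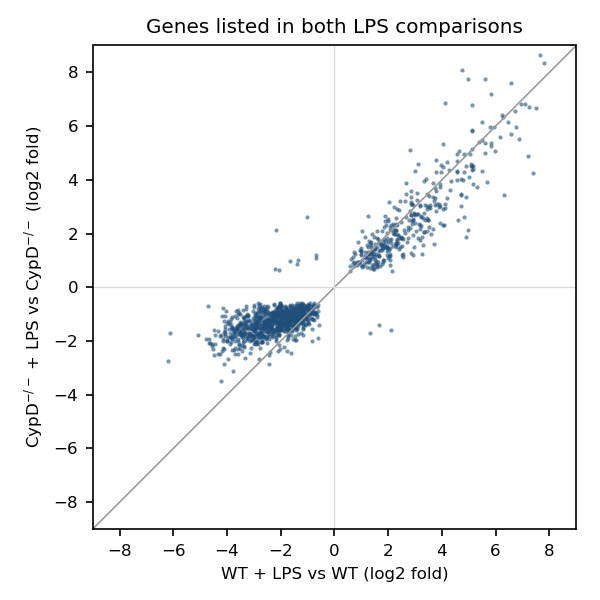
Log2 fold after LPS within WT mice (horizontal axis) and within CypD-/- mice (vertical axis), from the authors' deposited tables, for the 1253 genes listed in both with finite folds. Each point is 1 gene and the diagonal line marks equal folds; most fallen genes lie above it, and 12 genes lie in the quadrants of opposite direction.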

Using a 0.05 cutoff for the ‐lg of FDR adjusted p‐values by Benjamini–Hochberg method (adjPval > 1.3), Ingenuity® Pathway Analysis revealed DEGs to be significantly enriched in 179 pathways in the LPS‐treated WT mice (Table S1), while in CypD^−/−^ mice, LPS induced alterations in 165 pathways (Table S2). Figure 2C summarizes in more detail the effects of CypD deficiency in case of LPS exposure on the pathways discussed. 

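Of 34 chemokines and cytokines, 12 rose and 1 fell in WT mice and 8 rose and 1 fell within CypD-/- mice, 24 h after LPS; the others are not listed. *Ccl2*, which attracts monocytes, rose 107-fold in WT and 62.7-fold in CypD-/- mice by the authors' deposited tables, and *Cxcl1*, which attracts neutrophils, 31.7- and 217-fold. *Cxcl1* is listed in neither comparison between genotypes, and the difference between its LPS effects was not tested. Among 40 interferon-stimulated genes, 27 rose in WT and 20 within CypD-/- mice, and none fell. *Gbp2*, a guanylate-binding protein, rose 61.0-fold in WT and 63.2-fold in CypD-/- mice, and *Rsad2*, an antiviral protein, 45.1- and 20.3-fold. The similar folds of *Gbp2* started from unlike levels. Its derived level was 0.422 in untreated and 26.7 in LPS-treated CypD-/- mice, relative to untreated WT mice, and the direct comparison lists it as lower. Between the LPS-treated groups 13 of the interferon-stimulated genes were lower in CypD-/- mice and 1 was higher. The largest difference was that of *Ifi47*, 58.5-fold lower, although the folds within the genotypes were 28.4 and 6.09. These folds place *Ifi47* at 0.0798 in untreated and 0.486 in LPS-treated CypD-/- mice, relative to untreated WT mice. The difference thus rests in part on a lower untreated level, although *Ifi47* is not listed between the untreated groups.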

Twenty‐four hours after LPS administration, the analysis revealed persistent activation of pathways related to microbial exposure, such as TLR, TNFR1, and TNFR2, nuclear factor κB (NF‐κB), inducible NO synthase (iNOS/*Nos2*) signaling, and acute‐phase response. Conversely, cellular functions and defense mechanisms in WT mice were found still to be compromised due to LPS exposure, as revealed by the significant enrichment of DEGs in the gene sets related to mitochondrial dysfunction, oxidative phosphorylation, and Nrf2‐mediated oxidative stress response pathways (Fig. 2C, Table S1). 

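Transcripts of mitochondrial and peroxisomal fuel metabolism were lower in WT mice after LPS: 14 of 22 genes of the tricarboxylic acid cycle and 25 of 33 of fatty acid oxidation and ketogenesis fell, and none rose. By the authors' deposited table, *Acaa1b*, a peroxisomal thiolase, fell 7.11-fold, *Hadh*, a mitochondrial dehydrogenase of fatty acid oxidation, 5.34-fold and *Ogdh*, of the tricarboxylic acid cycle, 4.00-fold. Within CypD-/- mice, 10 genes of the cycle fell and none rose, and 17 genes of fatty acid oxidation fell and 2 rose. All 7 cycle genes that fell in both genotypes and 14 of the 17 fatty acid oxidation genes that fell in both had the smaller fold within CypD-/- mice. Fatty acid oxidation kept 17 of its 25 listed genes, at percentile 99.2 of 10000 random draws of as many genes from the table of WT mice, whose mean was 11.0. The draws were not matched on expression, since the tables hold no levels, nor on fold size.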

Disruption of CypD, and thus the prevention of mPT formation, partially alleviated these processes via attenuation of inflammatory signaling and preservation of cellular functions (Fig. 2C, Table S2). Most importantly, CypD disruption, when compared with the WT background, affected the processes of acute‐phase signaling by expressional changes in opposite directions to the LPS‐induced alterations in both WT and CypD^−/−^ animals.

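Acute phase proteins of the liver responded strongly in both genotypes. Of 30 positive acute phase proteins, 26 rose and 2 fell after LPS in WT mice, and 27 rose and 2 fell within CypD-/- mice. *Saa2* rose 106-fold in WT and 94.8-fold in CypD-/- mice by the authors' deposited tables, and *Saa3* 94.9- and 193-fold. Without LPS, 6 members were lower in CypD-/- than in WT mice and none was higher, among them *Hp*, the hemoglobin scavenger (1.92-fold), *Saa3* (1.73-fold) and *Itih4* (1.52-fold). *Hp* then rose 11.2-fold within CypD-/- mice and 6.29-fold in WT mice, and the LPS-treated groups are not listed as different. Between the LPS-treated groups, 8 members were lower and 4 higher in CypD-/- mice, with *Il1rn*, the interleukin-1 receptor antagonist, 3.37-fold lower and *Hamp*, the hormone of iron balance, 4.41-fold lower. Of 25 negative acute phase proteins, 18 fell in WT and 14 within CypD-/- mice and none rose. *Igfals*, the carrier of insulin-like growth factors, fell 15.4-fold in WT and 2.36-fold in CypD-/- mice. Positive acute phase genes were kept more often than randomly drawn genes: 24 of the 28 listed in WT were also listed within CypD-/- mice, at percentile 100 of 10000 random draws of as many genes from the WT table, whose mean was 12.3. The draws were not matched on fold size. The median fold of this list in WT mice was 7.8, against 3.74 for all listed genes, which by itself favours being kept.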

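The transcription factors shown in Fig. 2E were looked up in the authors' deposited table that compares the LPS-treated groups. It lists 51 of the 55, of which 17 were higher and 34 lower in CypD-/- mice, and does not list *Creb1*, *Esrra*, *Nfe2l2* and *Atf4*. Of the 51, 47 are also listed after LPS in WT mice, and all 47 moved in the opposite direction there. Both comparisons hold the WT + LPS library on opposite sides, which by itself favours opposite directions, and the study chose these factors on these samples. *Foxa3*, a factor of hepatocyte identity, was 3.24-fold and *Hhex* 3.00-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice, whereas *Nfil3*, a repressor of clock-controlled genes, was 2.23-fold lower. Of a fixed list of 26 hepatocyte transcription factors, 17 fell and 1 rose in WT mice, 10 fell and 1 rose within CypD-/- mice, and 6 were higher and none lower in the direct comparison.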

The expression levels of 55 transcription factors changed significantly following LPS treatment in WT mice as compared with CypD^−/−^ mice (Fig. 2E), which may serve as a molecular basis for the dramatic differences in LPS‐induced gene expression. A subset of these transcription factors is selected based on IPKB annotations related to immune cell activation and organismal survival, and their connections are visualized in Fig. 2D. Modeling the effect of their differential expression on these functions suggests attenuated immune cell activation and this way an effect on survival after LPS exposure under CypD deficiency. To demonstrate the differential expression of hypoxia‐inducible factor 1α (*Hif1α)*, RELA proto‐oncogene, NF‐κB subunit (*Rela)*, and hepatocyte nuclear factor 4 α (*Hnf4 α)* transcription factors among the groups, the read alignment is visualized in Fig. S2B.

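*Hif1a*, the oxygen-regulated subunit of the hypoxia-inducible factor, rose 5.76-fold after LPS in WT and 2.92-fold in CypD-/- mice, and was 1.81-fold lower in LPS-treated CypD-/- than in LPS-treated WT mice by the authors' deposited tables. Products of these folds placed untreated CypD-/- mice at 1.09 and LPS-treated CypD-/- mice at 3.18 times the level of untreated WT mice. *Hnf4a*, a nuclear receptor of hepatocyte identity, fell 2.26-fold in WT mice, is not listed after LPS within CypD-/- mice and was 1.89-fold higher in LPS-treated CypD-/- mice. Its derived level in LPS-treated CypD-/- mice was 0.833 times that of untreated WT mice. *Rela* had a derived level of 1.70 times that of untreated WT mice after LPS in CypD-/- and 3.18 times in WT mice. *Hif1a* lies on chromosome 12 from 73901375 to 73947530 of GRCm38.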

### Regulation of Toll‐like receptor signaling by disruption of CypD in endotoxic shock

During the late phase of endotoxemia in WT mice, the TLR pathway was still affected by LPS administration in hepatic tissue (adjPval = 3.81E + 00, ratio = 23/76) as revealed by the high expression of adapter proteins mediating signal transmission, such as lipopolysaccharide binding protein (*Lbp*), CD14, and myeloid differentiation primary response 88 (*Myd88*) (Fig. 3A,B). Moreover, we observed elevated expression of members of the TLR2 complex and suppressed transcription of the negative modulator, single Ig, and TIR domain‐containing (*Sigirr*), the protein products of which are located at the plasma membrane. 

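Of 36 genes of Toll-like receptor signalling, 12 rose and 3 fell after LPS in WT mice. *Lbp*, the plasma protein that carries LPS, rose 4.60-fold and *Myd88*, the shared adapter, 4.50-fold, by the authors' deposited table. The interferon regulatory factor *Irf7* rose 7.65-fold. The genes that fell were *Sigirr* (6.11-fold), the adapter *Ecsit* (6.08-fold) and *Irf3* (6.41-fold). *Tlr4*, the receptor for LPS itself, is not listed in any of the tables.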

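*Irak3*, a kinase-like brake on Toll-like receptor signalling, rose 49.0-fold after LPS in WT mice by the authors' deposited table, and *Irak2*, a kinase of the same family, 4.49-fold. *Tab2*, an adapter of TGF-β-activated kinase 1, rose 2.5-fold, and *Map3k14*, which encodes NF-κB-inducing kinase, is not listed. Products of the folds gave *Irak3* a level of 18.0 times that of untreated WT mice in LPS-treated CypD-/- mice. Neither *Irak2* nor *Tab2* is listed after LPS within CypD-/- mice, and in the direct comparison both were lower there, by 1.99- and 2.02-fold.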

Twenty‐four hours after LPS exposure, the expression levels of key signaling molecules such as members of the interleukin‐1 receptor‐associated kinase 3 (*Irak3*), TGF‐β‐activated kinase 1 binding protein (*Tab2*), and NF‐κB‐inducing kinase (NIK) complexes were still elevated, leading to transcriptional activation of NF‐κB, Jun proto‐oncogene, AP‐1 transcription factor subunit (c‐Jun) complexes, and maintenance of immune cell activation and inflammation. These processes were also supported by the increased expression of *NF‐κB1*, *Rela,* and c‐Jun in WT mice following LPS exposure (Fig. 3A,B) and validated by qPCR (Fig. 3C). However, in our study some of the negative regulators of pathogen sensing signaling cascade were altered in expression 24 hours after LPS exposure, marked in Fig. 3A,B.

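Of 22 subunits and inhibitors of NF-κB and members of the Jun and Fos families, 9 rose in WT mice, 6 rose within CypD-/- mice and none fell in either. *Nfkb1* rose 2.41-fold, *Rela* 3.18-fold and *Jun* 3.77-fold in WT mice, by the authors' deposited table. *Relb* (9.64-fold) and *Fosl2* (7.35-fold) rose more and are listed in WT mice alone. Within CypD-/- mice *Rela* rose 2.26-fold and *Jun* 4.93-fold, and the related *Junb* rose 9.02-fold against 7.22-fold in WT mice. Of the 6 listed in both genotypes, 3 had the smaller fold within CypD-/- mice.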

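*Il1rn*, which blocks the interleukin-1 receptor, rose 116-fold after LPS in WT and 45.6-fold in CypD-/- mice by the authors' deposited tables. *Dusp1*, a phosphatase that switches off MAP kinases, rose 6.65-fold in WT and 4.69-fold in CypD-/- mice. The inhibitor *Tollip* rose 1.80-fold in WT mice and is not listed within CypD-/- mice. The panel of Fig. 3B holds 26 genes, of which 22 rose and 4 fell in WT mice, and 16 rose and 3 fell within CypD-/- mice. Because the study chose these genes on the same samples, their count is not independent evidence of direction.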

**Fig. 3:**
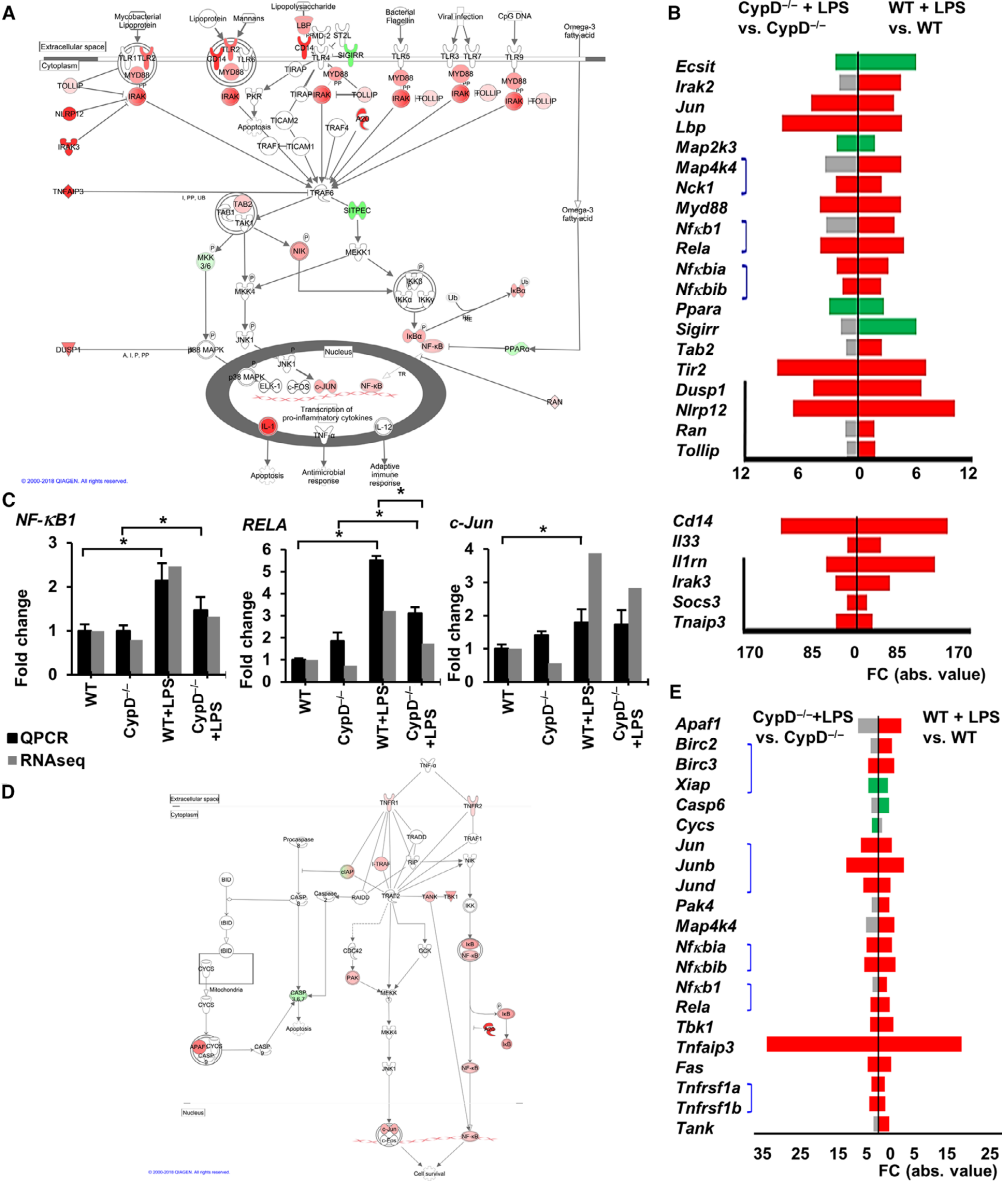
Canonical pathways of Toll‐like receptor, TNFR1 and TNFR2 signaling in LPS‐induced sterile shock model. (A) Visualizing LPS‐induced DEGs in the Toll‐like receptors pathway in WT mice liver. Red signs show upregulated genes while green signs represent downregulated genes. Genes with no significant changes labeled with white background. On the left side of the figure highly expressed inhibitory genes demonstrating immunosuppressive stage (modified). (B) Demonstrating the effect of CypD^−/−^ in case of LPS exposure on DEGs in the TLR pathway. Red bars show significantly upregulated gene, while green bars represent downregulated genes and gray bars show genes not significantly affected. Kal’s Z‐test, adjPval < 0.05, [FC] > 1.5. Black line on the left marks the inhibitory genes in this pathway. Blue lines connect the members of the same multimolecular complexes (in order, from top to bottom: NIK compl., NF‐κB compl., I‐κB compl.). Please notice, genes with high FC values are presented on a different scale (*n* = 5). (C) qPCR validation of RNA‐Seq data for *NFkB1, Rela* and *c‐Jun* expression. Data are presented as mean ± SEM of FC values normalized to the expression in WT mice, (*n* = 5). *P < 0.05, one‐way ANOVA followed by LSD *post hoc* comparisons on qPCR data. (D) Visualizing LPS‐induced DEGs in TNFR1 and TNFR2 pathways in WT mice (combined). Red signs show upregulated genes while green signs represent downregulated genes. Genes with no significant changes labeled with white background. (E) Demonstrating the effect of CypD disruption on the DEGs in TNFR1 and TNFR2 pathways, (*n* = 5). Red bars show significantly upregulated gene while green bars represent downregulated genes, gray bars show genes not significantly affected. Kal’s Z‐test, adjPval < 0.05, [FC] > 1.5. Blue lines connect the members of the same multimolecular complexes (in order, from top to bottom: cIAP compl., Jun compl., I‐κB compl, NF‐κB compl., TNFR compl)

According to the results of pathway analysis, LPS‐induced activation of NF‐κB signaling (adjPval = 2.68E + 00, ratio = 38/181) and TLR activation was less impacted in the CypD^−/−^ mice compared with WT mice (adjPval = 1.82E + 00, ratio = 21/181) and (adjPval = 3.39E + 00, ratio = 15/76), respectively. Contrary to the observation on WT animals (adjPval = 2.25E + 00, ratio = 22/92), enrichment in the IL‐1 signaling pathway was nonsignificant (adjPval = 6.24E‐01, ratio = 9/92) (Fig. 2C, Table S2). Following LPS exposure, CypD deficiency attenuated signal transduction in the TLR pathway at the transcriptional level (Fig. S1B). 

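Within CypD-/- mice, 8 of the 36 Toll-like receptor signalling genes rose after LPS and 1 fell. Of the 15 genes listed in WT mice, 9 were also listed within CypD-/- mice, at percentile 88.9 of the random draws, whose mean was 6.56. For these 9 genes the fold was smaller within CypD-/- mice in 6, with a median of 1.19 times smaller. *Lbp* was among the genes with the larger fold within CypD-/- mice, 7.99-fold by the authors' deposited table, and *Myd88* rose 4.01-fold and *Irf7* 8.40-fold. *Irak3* rose 31.8-fold within CypD-/- mice.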

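Between the LPS-treated groups, 5 of the 36 fixed genes of Toll-like receptor signalling were lower in CypD-/- mice and none was higher. Of the 26 genes in Fig. 3B, which the study chose on these samples, 9 were lower and none was higher. *Irak3* was 2.72-fold, *Rela* 1.86-fold and *Nfkbia*, an inhibitor of NF-κB, 1.83-fold lower by the authors' deposited table. The alarmin *Il33* was 1.99-fold lower, after rises of 35.8-fold in WT and 14.4-fold in CypD-/- mice.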

Ten genes showed differential expression when comparing the LPS‐exposed groups. To further demonstrate the differential expression of genes involved in TLR signaling, read alignments of *Irak3, Cd14, Tab2,* and *Tlr2* are visualized in Fig. S2 C.

### TNFR signaling

Hepatocytes produced a very small amount of TNFα during the late stage of endotoxemia (Fig. 1A), but TNFα can be released by the cellular elements of blood and reach the cell surface of hepatocytes [18]. Analysis of the TNFR pathways in WT mice revealed TNFR1 (adjPval = 2.06E + 00, ratio = 14/50) and TNFR2 signaling (adjPval = 3.11E + 00, ratio = 12/30) pathways to be still significantly impacted by LPS exposure (Fig. 2C, Table S1). After 24 hours, the expression levels of TNFR superfamily member 1A (*Tnfrsf1a*) and Fas cell surface death receptor (*Fas*) were found to be slightly elevated, which may propagate TNFα‐induced cytotoxicity and inflammation. Moreover, LPS increased the expression of TNFR superfamily member 1B (*Tnfrsf1b*), which has anti‐apoptotic and antioxidant effects [24] (Fig. 3D, E, S1 C). 

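By the authors' deposited tables, *Tnfrsf1a* rose 1.80-fold after LPS in WT and 1.95-fold in CypD-/- mice, and *Tnfrsf1b* 1.97- and 2.56-fold. The death receptor *Fas* rose 3.61-fold in WT and 3.00-fold in CypD-/- mice. None of these receptors is listed in a comparison between genotypes. Other members of the family rose more, such as *Tnfrsf12a*, 26.3-fold in WT and 11.1-fold in CypD-/- mice, which was 2.66-fold lower in LPS-treated CypD-/- than in LPS-treated WT mice. *Tnf* itself is not listed in any of the 4 tables.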

Downstream of TNFRs, the expression levels of certain complexes that participate in NF‐κB and c‐Jun activation were still elevated, accompanied by increased levels of members of these transcription factor families. However, the negative regulators of NF‐κB activation, A20/*Tnfaip3,* and inhibitor κB (*Nfkbib*) were found to be highly expressed, possibly resulting in attenuated signal transmission (Fig. 3E). 

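*Tnfaip3*, a ubiquitin-editing enzyme, rose 23.4-fold after LPS in WT and 31.4-fold in CypD-/- mice by the authors' deposited tables. *Nfkbib* rose 4.83-fold in WT and 3.97-fold in CypD-/- mice, and *Nfkbia* 3.81- and 3.34-fold. The ratio of the folds within the genotypes was 1.34 for *Tnfaip3*, with the larger fold in CypD-/- mice.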

CypD deficiency lowered the number of LPS‐induced DEGs in the TNFR1 (adjPval = 1.85E + 00, ratio = 9/50) and TNFR2 (adjPval = 3.35E + 00, ratio = 9/30) signaling pathways (Fig. 3D,E). 

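Of 24 genes of TNF receptor signalling, 9 rose and 2 fell after LPS in WT mice, and 6 rose and 2 fell within CypD-/- mice. *Birc2* (3.84-fold higher), *Apaf1*, a core of the apoptosome (6.46-fold higher), and *Casp6* (3.00-fold lower) are listed in WT mice and not within CypD-/- mice in the authors' deposited tables. The caspase inhibitor *Xiap* fell 2.67-fold in WT and 2.84-fold in CypD-/- mice. Of the 11 genes listed in WT mice 7 were also listed within CypD-/- mice, and 3 of these had the smaller fold there. *Tbk1* was the single gene of the 24 that differed between the LPS-treated groups. In Fig. 3E, whose 21 genes the study chose on these samples, 18 rose and 2 fell in WT mice and 12 rose and 2 fell within CypD-/- mice.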

The expression of DEGs involved in TNFR pathways among the groups is shown in the heat map in Fig. S2C.

### Regulatory role of CypD‐dependent mPT in NO, ROS, and glutathione‐related pathways

Emerging oxidative and nitrosative stress, due to immune cell activity as a consequence of TLR signaling, *Nos2* expression, and mitochondrial dysfunction, play key roles in inflammatory tissue damage following microbial exposure. Twenty‐four hours after LPS exposure, the present analysis demonstrates significant enrichment of DEGs in related pathways in hepatic tissue of WT mice (Fig. 2C, Table S1). 

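*Nos2*, the gene of inducible NO synthase, lies on chromosome 11 from 78920787 to 78960254 of GRCm38. Its mRNA was 62.9-fold higher in LPS-treated than in untreated WT mice by the authors' deposited table. Of the 51 genes in Fig. 4B, which the study chose on these samples, 24 rose and 27 fell in WT mice. The calcium-binding protein *S100a8*, abundant in neutrophils, rose 94.0-fold, and the kinase *Map3k6* 45.3-fold. Of 28 neutrophil markers, 7 rose in WT and 8 within CypD-/- mice and none fell.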

Production of NO and ROS in macrophage pathway showed significant enrichment in WT mice following LPS administration (adjPval = 3.81E + 00, ratio = 44/194), leading to a profound increase (more than 60‐fold) in *Nos2* expression (Fig. 4A,B, S1 D), significantly impacting iNOS signaling pathway (adjPval = 1.31E + 00, ratio = 11/45). Conversely, LPS induced suppressed transcription of key antioxidant enzymes, catalase (Cat) and peroxiredoxin 1 (*Prdx1*), and also significantly impacted glutathione‐mediated oxidant defense processes in WT mice, such as glutathione redox reactions I (adjPval = 5.87E + 00, ratio = 14/24), glutathione redox reactions II (adjPval = 1.61E + 00, ratio = 3/4), and glutathione‐mediated detoxification (adjPval = 7.55E + 00, ratio = 18/31) (Fig. 2C, Table S1). These alterations were accompanied by LPS‐induced suppressed expression of the cytoprotective V‐Akt murine thymoma viral oncogene homolog 2 (*Akt2*) and extracellular signal‐regulated kinase 1/2 (*Erk1/2*) genes, which may have exposed hepatocytes to oxidative stress‐induced cell death (Fig. 4A, B and S1D).

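Antioxidant enzymes fell in WT mice after LPS. *Cat*, which breaks down hydrogen peroxide (chromosome 2, 103453849 to 103485160 of GRCm38), fell 10.6-fold and *Prdx1* 1.90-fold by the authors' deposited table. Of 34 other antioxidant and NRF2 target genes, 16 fell and 2 rose, and of 31 glutathione enzymes 23 fell and 1 rose. *Gsta3* fell 7.68-fold, *Gsta2* 7.09-fold and *Gstm4* 4.90-fold, and *Gsta1* is listed as infinitely lower, so that it has no finite fold. The aldehyde oxidase *Aox1* fell 8.90-fold and the transporter *Abcc2*, which exports glutathione conjugates, 13.4-fold.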

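*Akt2*, a kinase of insulin signalling, fell 1.91-fold after LPS in WT mice and *Mapk3*, which encodes ERK1, 4.73-fold, by the authors' deposited table. Neither *Akt2* nor *Mapk3* is listed within CypD-/- mice or in the direct comparison of the LPS-treated groups, and the difference between their LPS effects was not tested.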

**Fig. 4:**
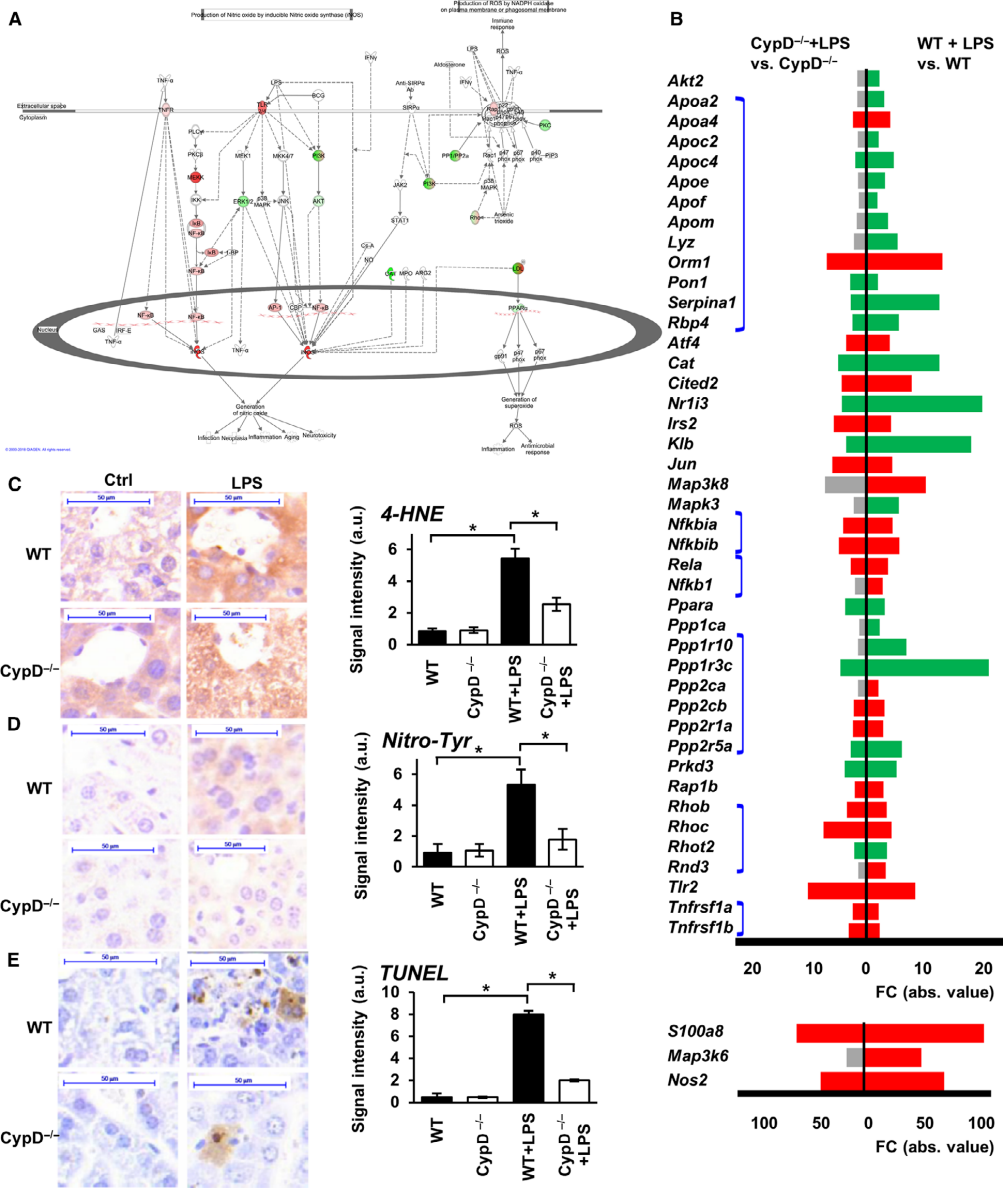
Effect of CypD deficiency on processes of ROS and NO production in LPS‐induced sterile shock. (A) Visualizing DEGs on the production of ROS and NO in macrophages pathway in LPS‐stressed WT animals. Red signs show upregulated genes while green signs represent downregulated genes. Genes with no significant changes labeled with white background. (B) Effect of CypD deficiency on the LPS‐induced DEGs of ROS and NO producing pathway. Red bars show significantly upregulated genes, green bars represent downregulated genes and gray bars show genes not significantly affected. Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. Blue lines connect individual members of complexes (*n* = 5) in order, from top to bottom: LDL compl., I‐κB compl., NF‐κB compl, PP1/PP2a compl., Rho compl., TNF receptor compl.) Please notice, genes with high FC values are presented on a different scale. (C) Effect of CypD deficiency on the LPS‐induced lipid peroxidation characterized by protein‐bound 4‐hydroxynonenal in WT and CypD^−/−^ mouse livers (scalebar = 50 µm). (D) Effect of CypD disruption on the LPS‐induced nitrosylation characterized by the formation of protein nitrotyrosine adducts in WT and CypD^−/−^ mouse livers (scalebar = 50 µm). (E) Effect of CypD deficiency on the LPS‐induced DNA break accumulation determined by TUNEL labeling in WT and CypD^−/−^ mouse livers (scalebar = 50 µm). The bar diagrams with the mean ± SEM of at least three animals are presented, *P < 0.05, one‐way ANOVA followed by Bonferroni *post hoc* comparisons.

Disruption of CypD attenuated the effect of LPS on these pathways, leading to a markedly lower production of NO and ROS in macrophages (adjPval = 4.56E + 00, ratio = 30/194) and attenuated iNOS signaling (adjPval = 2.13E + 00, ratio = 9/45) (Fig. 2C). It also preserved glutathione redox reactions I (adjPval = 2.54E + 00, ratio = 7/24) and glutathione‐mediated detoxification (adjPval = 3.97E + 00, ratio = 10/31), while glutathione redox reactions II (adjPval = 4.21E‐01, ratio = 1/4) was not significantly impacted by LPS in CypD‐deficient mice (Fig. 2C, Table S2). 

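Within CypD-/- mice, 10 of the 31 glutathione enzymes fell after LPS and 2 rose. Of the 24 listed in WT mice, 11 were also listed in the same direction within CypD-/- mice, at percentile 58.0 of the random draws, whose mean was 10.5. All 11 had the smaller fold within CypD-/- mice, with a median of 1.60 times smaller. *Gsta3* fell 2.77-fold and *Gsta2* 2.11-fold there, by the authors' deposited table, and *Gclc*, which makes the first step of glutathione synthesis, 2.45-fold against 3.48-fold in WT mice. Between the LPS-treated groups, 11 of the 31 enzymes were higher in CypD-/- mice and none was lower, with *Gstm4* 5.45-fold and *Gsta3* 3.66-fold higher.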

Following LPS exposure, a total of 16 genes showed significantly differential expression in the production of NO and ROS in macrophages pathway between WT and CypD^−/−^ mice (Table S3). 

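*Gstp1*, a glutathione transferase (chromosome 19, 4035407 to 4037985 of GRCm38), fell 15.8-fold after LPS in WT mice and was 14.8-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice by the authors' deposited tables. The product of these folds puts LPS-treated CypD-/- mice at 0.933 times the level of untreated WT mice. *Gstp1* and its neighbour *Gstp2*, 15.9-fold lower in WT mice, belong to the genes that are more abundant in male liver, of which 23 of 25 fell after LPS in WT mice. *Gpx4*, which repairs lipid peroxides, fell 3.06-fold in WT mice, is not listed within CypD-/- mice and was 2.74-fold higher in the direct comparison, a derived level of 0.895 times that of untreated WT mice. *Gpx1* fell 2.60-fold in WT mice, whereas it rose 1.84-fold within CypD-/- mice, where it started 2.09-fold lower, and ended at 0.881 times the level of untreated WT mice. *Gstt1* fell 3.20-fold in WT and 2.08-fold in CypD-/- mice.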

To further demonstrate the differential expression of subunits of glutathione S‐transferase (*Gstt*), glutathione peroxidase (*Gpx*), and *Akt2* genes among the groups, read alignments are visualized in Fig. S2D (*Gstt1, Gpx4*) or validated by PCR as shown in Fig. 5C (*Gpx1, Gstp1*).

**Fig. 5:**
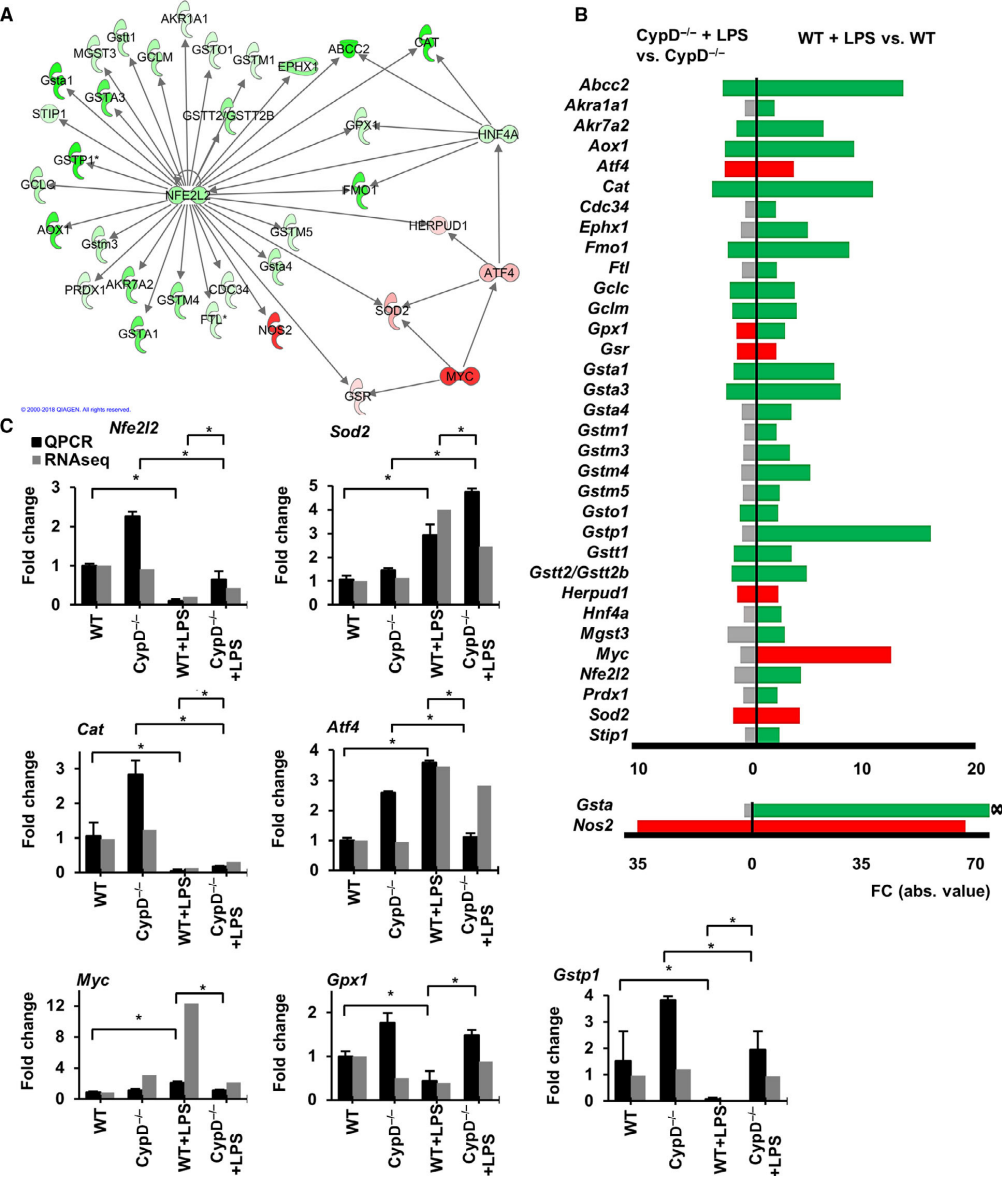
CypD deficiency mitigates the suppressive effect of LPS exposure on Nrf2 regulated antioxidant defense. (A) IPA interaction analysis on the role of Myc and Atf4 in the regulation of Nrf2 target genes at 24 h after LPS exposure in WT mice. Red signs show upregulated genes while green signs represent downregulated genes. (B) Effect of CypD disruption on the LPS‐induced differential expression of Nrf2 target genes involved in glutathione‐mediated antioxidant defense. Red bars show significantly upregulated genes, green bars represent downregulated genes and gray bars show genes not significantly affected. ∞ denotes infinite FC value. Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. Please notice, genes with high FC values are presented on a different scale (*n* = 5). (C) qPCR validation of *Nfe2l2*, *Sod2, Cat, Atf4, Myc, Gpx1,* and *Gstp1* mRNAs levels in sequencing data during LPS‐induced endotoxemia in WT and CypD^−/−^ mice liver. Data are presented as mean ± SEM of FC values normalized to the expression in WT mice, (*n* = 5). *P < 0.05, one‐way ANOVA followed by LSD *post hoc* comparisons on qPCR data.

### Effect of CypD deficiency on LPS‐induced lipid peroxidation, protein nitration, and DNA break formation in endotoxic shock

The above data suggest that LPS‐induced alterations in gene expression may lead to elevated levels of oxidative and nitrosative stress (Fig. 4A, B and S1D); therefore, we evaluated the consequences of endotoxic shock in liver tissue by immunohistochemistry. In WT mice, LPS exposure induced accentuated lipid peroxidation, characterized by increased 4‐HNE formation (Fig. 4C). Moreover, a peroxynitrite formation‐related increase in protein tyrosine nitration (Fig. 4D) and oxidation‐induced DNA damage were observed in the liver tissue of WT mice, as visualized by a TUNEL test (Fig. 4E). These data delineate the role of elevated ROS and NO production in LPS‐related tissue damage during the late phase of endotoxemia. Although CypD deficiency in itself had no profound effects on these markers, it reduced the LPS exposure‐related lipid peroxidation (Fig. 4C), nitrotyrosine accumulation (Fig. 4D), and DNA breaks (Fig. 4E), as a possible sign of the reduced amount of ROS and reactive nitrogen species formed following LPS administration in CypD^−/−^ mice. These observations (Fig. 4C–E) reinforce the gene expression data demonstrating the induction of oxidative and nitrosative stress‐related pathways in sepsis, which were attenuated in *CypD* ^−^ *^/^* ^−^ mice (Fig. 4, S1D).

### NRF2‐regulated antioxidant defense

Nrf2 plays an important role in the oxidative stress response during septic shock, since its disruption has been demonstrated to shorten survival and increase mortality in sepsis models, presumably via diminished antioxidant defense mechanisms [25]. However, there are certain contradictions to the expression of *Nrf2* in sepsis models, since its induction has been demonstrated to be dependent on the dose and duration of microbial exposure and on the model applied [26, 27].

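*Nfe2l2*, the gene of NRF2, lies on chromosome 2 from 75675513 to 75704641 of GRCm38. Its mRNA was 4.06-fold lower in LPS-treated than in untreated WT mice by the authors' deposited table. *Ephx1*, an NRF2 target that hydrolyses epoxides, fell 4.68-fold, and the antioxidant enzymes *Prdx2* and *Prdx6* fell 4.68- and 4.22-fold. *Taldo1*, of the pentose phosphate pathway that supplies NADPH, fell 3.14-fold, whereas the ferritin subunit *Fth1* rose 2.00-fold. The NRF2 targets *Nqo1* and *Srxn1* are not listed after LPS in WT mice.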

Twenty‐four hours after LPS exposure, we observed suppressed expression of *Nrf2* in WT mice, accompanied by a significant enrichment of DEGs in the Nrf2‐mediated oxidative stress response pathway (adjPval = 6.82E + 00, ratio = 52/193) (Fig. 2C, Table S1.). Among its target genes, the LPS‐induced suppressed expression of various forms of glutathione S‐transferases and additional enzymes participating in glutathione biosynthesis and turnover was apparent in WT mice (Fig. 5A,B). Furthermore, the suppressed expression of key antioxidant enzymes, *Cat* and *Prdx1*, may have further propagated oxidative damage of biomolecules in WT mice following LPS exposure assessed by immunohistochemistry (Fig. 4C–E). Additionally, the suppressed expression of *Nrf2* may have facilitated the induction of *Nos2* in WT mice (~60‐fold increase) governed by NF‐κB, further augmenting peroxynitrite formation in the oxidatively stressed liver, as revealed by histology (Fig. 4C–E). 

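Of the 34 genes in Fig. 5B, 27 fell and 6 rose in WT mice, a list that the study chose on these samples. Among the transferases, *Gstt2* fell 4.57-fold, *Gstt3* 4.34-fold and *Gstm3* 3.03-fold by the authors' deposited table. The regulatory subunit of glutathione synthesis, *Gclm*, fell 3.67-fold, and the membrane-bound *Mgst3* 2.57-fold. Of the 31 glutathione enzymes of the fixed list, 7 are not listed in WT mice.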

Interestingly, in the present study, we also observed elevated expression of Nrf2 target genes, superoxide dismutase 2 (*Sod2)* or glutathione S‐reductase (*Gsr*)*,* which participate in the antioxidant defense, and the expression of these genes may also be governed by the elevated expression and transcriptional activity of activating transcription factor 4 (Atf4) or V‐myc avian myelocytomatosis viral oncogene homolog (c‐Myc) (Fig. 5A–C).

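*Sod2*, the mitochondrial superoxide dismutase, rose 3.95-fold and *Gsr*, which regenerates reduced glutathione, 1.80-fold after LPS in WT mice, by the authors' deposited table. *Atf4*, a factor of the integrated stress response, rose 3.41-fold and *Myc* 12.3-fold. *Myc* is not listed after LPS within CypD-/- mice and was 6.07-fold lower there in the direct comparison. *Herpud1*, an endoplasmic reticulum stress gene of Fig. 5B, rose 1.98-fold. Of the 36 genes of the unfolded protein response and chaperones, 16 rose and 5 fell in WT mice.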

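Within CypD-/- mice, 7 of the 34 other antioxidant and NRF2 target genes fell after LPS and 4 rose. *Cat* fell 4.08-fold and *Abcc2* 3.10-fold there by the authors' deposited table, and *Cat* was 3.28-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice. The derived level of *Cat* was 0.0941 in LPS-treated WT and 0.309 in LPS-treated CypD-/- mice, relative to untreated WT mice. Between the LPS-treated groups 13 genes of this list were higher in CypD-/- mice and 1 was lower. *Nfe2l2* is not listed within CypD-/- mice nor between the LPS-treated groups. Of the genes in Fig. 5B, 11 fell and 6 rose within CypD-/- mice, and all 16 listed in both genotypes in the same direction had the smaller fold there, with a median of 1.85 times smaller.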

In CypD^−/−^ mice, LPS exposure failed to suppress Nrf2 levels and attenuated the effect on the related pathway (adjPval = 5.50E + 00, ratio = 32/193) and in this manner mitigated the differential induction of the majority of its target genes participating in the glutathione‐mediated oxidative defense (Fig. 5A,B and Fig. S1 E). However, 24 hours after LPS exposure, expression levels of *Sod2* and *Gsr* were found to be elevated, which was accompanied by the increased expression of *Atf4*, similar to that observed in WT mice. 

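*Sod2* rose 2.15-fold, *Gsr* 1.80-fold and *Atf4* 2.92-fold within CypD-/- mice, by the authors' deposited table. Of these, *Sod2* was lower in LPS-treated CypD-/- than in LPS-treated WT mice, by 1.66-fold, and the other genes are not listed there. Among the genes of the unfolded protein response, 8 rose and 2 fell within CypD-/- mice, and all 9 that moved the same way in both genotypes had the smaller fold within CypD-/- mice.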

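*Nos2* rose 33.8-fold within CypD-/- mice by the authors' deposited table. The fold in WT mice was 1.86 times as large as that in CypD-/- mice. *Nos2* is listed neither in the direct comparison of the LPS-treated groups nor in that of the untreated groups, and the difference between its LPS effects was not tested.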

The induction of *Nos2* was profoundly attenuated (~30‐fold) in CypD^−/−^ mice, presumably via the inhibitory effect of preserved Nrf2 activity (Fig. 5A–C).

CypD is exclusively found in mitochondria and its inhibition leads to attenuated ROS release from mitochondrial sources in stress scenarios [16, 28]; therefore, we evaluated LPS‐induced differences in the expression of mitochondrial components between WT and CypD^−/−^ mice.

### Nuclear‐encoded mitochondrial genes

With respect to nuclear‐encoded mitochondrial components in WT mice, LPS administration induced the suppressed expression of a major portion of the members of mitochondrial electron transfer complexes (Fig. 6A, S3), profoundly impacting the process of oxidative phosphorylation (adjPval = 2.21E + 01, ratio = 57/109), and in this manner propagating mitochondrial dysfunction (adjPval = 2.67E + 01, ratio = 80/171), as revealed by the significant enrichment of DEGs related to these pathways in WT mice (Fig. 2C, S1 F and Table S1). 

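Transcripts of the respiratory chain fell together in WT mice after LPS. Of 37 nuclear-encoded subunits of complex I 31 fell, of 26 of complexes II to IV 21 fell, of 17 of ATP synthase 10 fell, and none rose. The falls were moderate, with median folds of 2.36, 2.19 and 2.08. *Ndufa6* fell 4.06-fold, *Ndufa13* 3.94-fold, *Uqcr11* of complex III 3.29-fold and *Atp5d* 3.71-fold by the authors' deposited table. Over the 80 genes of these lists, 62 fell. At a threshold of 2-fold, 13 subunits of complexes II to IV and 6 of ATP synthase remain listed in WT mice. Fallen genes had shorter transcripts than risen genes in WT mice, with a ratio of median lengths of 1.19 (bootstrap 95% interval 1.12 to 1.27).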

Mitochondrial protection by CypD disruption in our model was delineated by the profoundly lowered numbers of LPS‐affected genes in oxidative phosphorylation (adjPval = 3.12E00, ratio = 18/109) (Fig. 6A, S3) and mitochondrial dysfunction (adjPval = 5.57E00, ratio = 30/171) pathways (Fig. 2C, S1 F and Table S2). 

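Within CypD-/- mice, 7 subunits of complex I, 6 of complexes II to IV and 6 of ATP synthase fell after LPS and none rose. Of the 31 complex I genes that fell in WT mice 7 also fell within CypD-/- mice, at percentile 0.98 of the random draws, whose mean was 13.6. For complexes II to IV the number was 4 of 21, at percentile 0.995 with a mean of 9.19, and for ATP synthase 5 of 10, at percentile 64.3 with a mean of 4.40. The draws were not matched on fold size. Median folds in WT mice were 2.36, 2.19 and 2.08 for these lists, against 3.74 for all listed genes. Smaller folds drop below the 1.5-fold threshold more easily, so the low percentiles need not be particular to the respiratory chain. All 7 complex I genes had the smaller fold within CypD-/- mice, and of the 5 ATP synthase genes 2 did. *Ndufb10* fell 2.41-fold within CypD-/- and 3.52-fold in WT mice by the authors' deposited tables, whereas *Atp5k* fell 4.03-fold within CypD-/- and 1.80-fold in WT mice. At a threshold of 2-fold, 3 subunits of complex I, 0 of complexes II to IV and 3 of ATP synthase remain listed within CypD-/- mice.

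**Figure D2:**
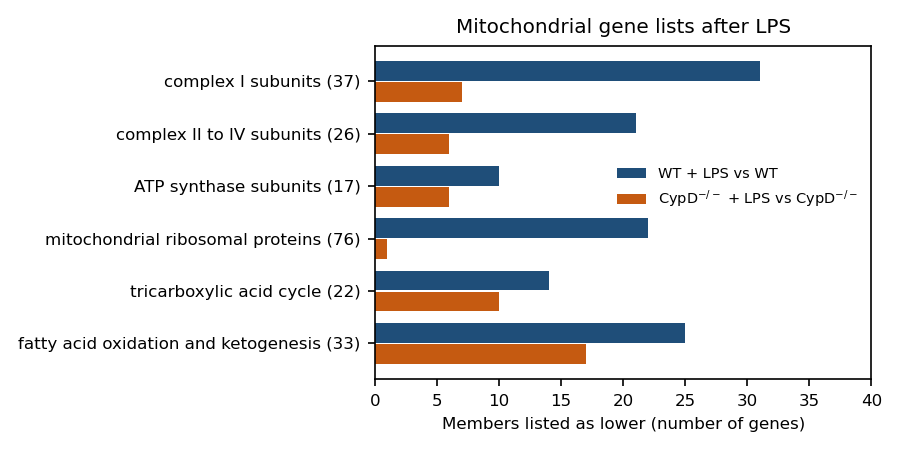
Number of genes listed as lower after LPS (horizontal axis) in each of 6 mitochondrial gene lists, within WT mice (blue) and within CypD-/- mice (orange), counted in the authors' deposited tables. The number of list members stands in parentheses. Complex I went from 31 to 7 and mitochondrial ribosomal proteins from 22 to 1, whereas fatty acid oxidation and ketogenesis went from 25 to 17.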

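In the direct comparison of the LPS-treated groups, 26 of the 80 nuclear-encoded genes of the respiratory chain and ATP synthase were higher in CypD-/- mice and none was lower. Of these, 25 had fallen after LPS in WT mice. Complex I contributed 12 genes, complexes II to IV 8 and ATP synthase 6. At a threshold of 2-fold, 6 of complex I, 1 of complexes II to IV and 1 of ATP synthase remain listed. *Ndufa13* was 2.61-fold, *Ndufb9* 2.17-fold, *Sdhb* 2.04-fold and *Atp5h* 2.04-fold higher by the authors' deposited table. Without LPS, 8 of the 80 genes were lower and 1 was higher in CypD-/- than in WT mice, with *Uqcrq* 2.61-fold lower.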

Regarding the process of oxidative phosphorylation, CypD deficiency resulted in the differential induction of 24 genes following LPS administration as compared with WT mice (Table S3).

**Fig. 6:**
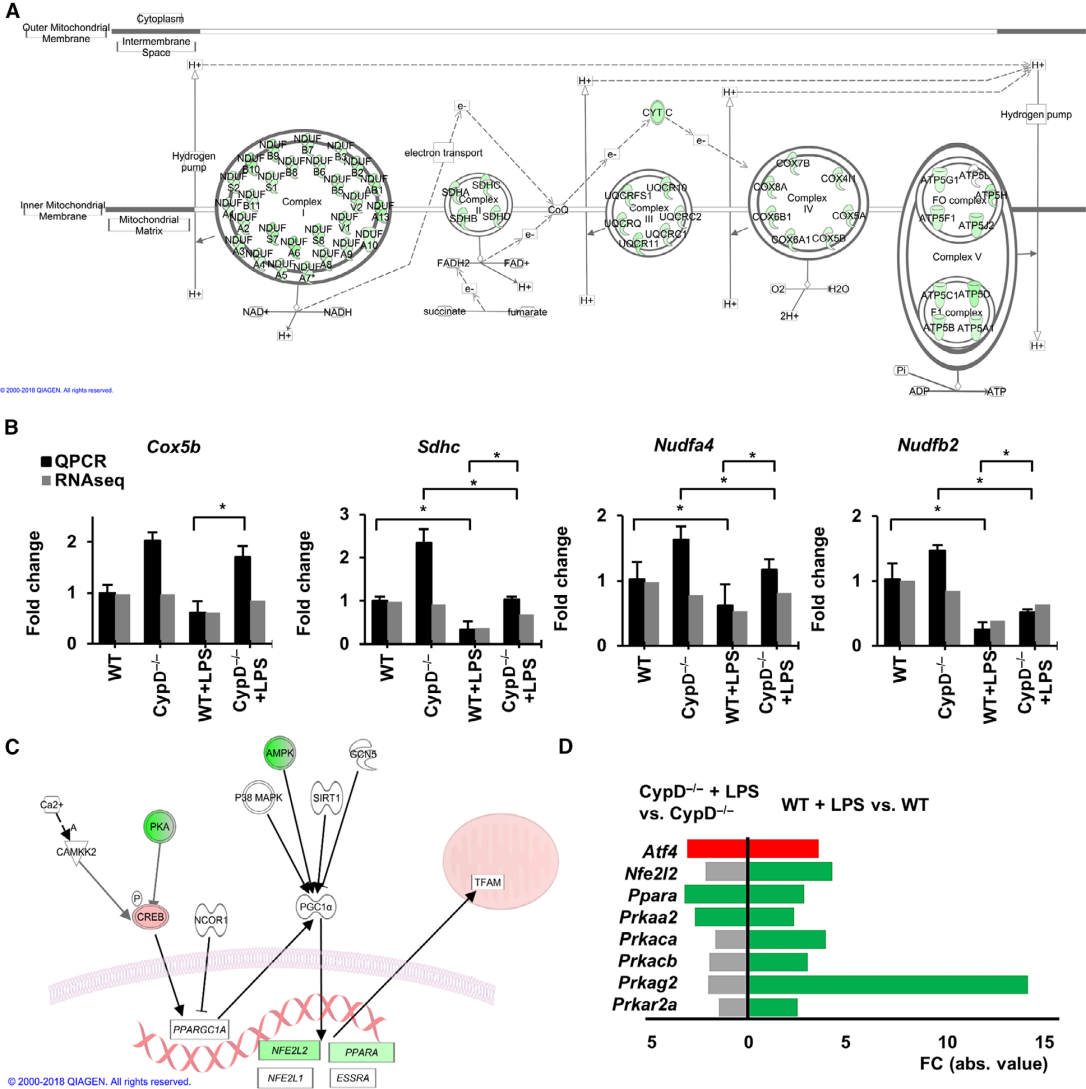
CypD disruption attenuates LPS‐induced alterations of the mitochondrial content. (A) Visualizing LPS induced DEGs on IPA oxidative phosphorylation pathway in WT mice (modified). Green signs represent significantly downregulated gene. Only those genes are shown which were differentially expressed due to LPS exposure. Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. (B) qPCR validation of RNA‐Seq data for *Cox5b, Sdhc, Ndufa4,* and *Ndufb2* mRNA expression. Data are presented as mean ± SEM of FC values normalized to the expression in WT mice (*n* = 5). *P < 0.05, one‐way ANOVA followed by LSD *post hoc* comparisons on qPCR data. (C) Visualizing the LPS‐induced changes on the transcriptional regulators of mitochondrial protein synthesis pathway in WT mice liver. Red signs show significantly upregulated genes while green signs represent significantly downregulated genes and genes with no significant changes labeled white background. (D) Effect of CypD deficiency on the differential expression of regulators of mitochondrial biogenesis pathway. Red bars show significantly upregulated genes, while green bars represent downregulated genes, and gray bars show genes not significantly affected (n = 5) Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5.

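Few regulators of mitochondrial transcription and biogenesis are listed. Of 29 such genes, 7 fell after LPS in WT and 4 within CypD-/- mice, and none rose in either. *Esrra*, a nuclear receptor of mitochondrial gene expression, fell 5.30-fold in WT mice and *Sirt3*, a mitochondrial deacetylase, 5.21-fold, by the authors' deposited table. *Sirt3* fell 2.81-fold within CypD-/- mice, and *Ppara* 2.70-fold in WT and 3.04-fold in CypD-/- mice. *Ppargc1a*, *Tfam* and *Nrf1* are not listed in any comparison. Of the 8 genes in Fig. 6D, which the study chose on these samples, 7 fell and 1 rose in WT mice, and 2 fell and 1 rose within CypD-/- mice.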

Subsequently, we investigated whether the suppressed expression of various mitochondrial genes may be related to an improper mitochondrial biogenesis in our sepsis model, suggested by the LPS‐induced differential expression of certain complex members regulating this process in WT mice (Fig. 6C, D). Conversely, at the transcriptional level, we found no significant enrichment of LPS‐affected DEGs in the Kyoto Encyclopedia of Genes and Genome’s mitochondrial biogenesis pathway gene set in any of the comparisons: (adjPval = 2.95E‐01, ratio = 8/53) or (adjPval = 4.21E‐01, ratio = 4/53) for LPS‐stressed WT or CypD^−/−^ mice, respectively. 

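*Ndufb5* of complex I fell 2.67-fold, *Sdhc* of complex II 2.56-fold and *Cox7c* of complex IV 1.90-fold after LPS in WT mice by the authors' deposited table. None of them is listed within CypD-/- mice, and in LPS-treated CypD-/- mice all were higher than in LPS-treated WT mice, by 2.06-, 1.80- and 1.57-fold. Products of these folds put LPS-treated CypD-/- mice at 0.769, 0.701 and 0.827 times the level of untreated WT mice. *Ndufb2* fell 2.56-fold, *Ndufa4* 1.84-fold and *Cox5b* 1.58-fold in WT mice, and of these *Ndufb2* was higher in LPS-treated CypD-/- mice, by 1.64-fold. *Ndufb5* lies on chromosome 3 from 32736990 to 32751566, *Sdhc* on chromosome 1 from 171127165 to 171150603 and *Cox7c* on chromosome 13 from 86044816 to 86046904 of GRCm38.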

To further demonstrate the differential expression of the genes encoding components of respiratory complexes, NADH:ubiquinone oxidoreductase subunit B5 (*Ndufb5*), cytochrome C oxidase subunit 7C (*Cox7c*), and succinate dehydrogenase complex subunit C (*Sdhc*), read alignments are visualized in Fig. S2 E. RNA‐seq data were validated by qPCR, as presented in Fig. 6B for various subunits.

### Mitochondrial‐encoded mitochondrial genes

Transcription of mitochondrial‐encoded mitochondrial genes is regulated by a different set of transcription factors and regulators than that of nuclear‐encoded mitochondrial genes [29] (Fig. 7A). In WT mice, LPS suppressed the expression of leucine‐rich pentatricopeptide repeat‐containing (*Lrpprc*) and mitochondrial ribosomal protein L12 (*Mrpl12*), which are involved in the regulation of transcription and translation initiation of mitochondrial‐encoded mitochondrial genes (Fig. 7A,B). Moreover, in our model, the suppressed expression following LPS administration was apparent for components of respiratory complexes encoded in mtDNA (Fig. 7B), similar to those transcribed from the nuclear genome (Figs 6A, S3). Additionally, assessment of the mtDNA content by qPCR analysis revealed a marked decrease in the mtDNA: nuclear DNA ratio in LPS‐exposed WT mice, while this effect was nonsignificant in CypD^−/−^ mice (Fig. 7D).

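*Lrpprc*, which stabilizes mitochondrial mRNAs (chromosome 17, 84705247 to 84790789 of GRCm38), fell 2.47-fold after LPS in WT and 2.45-fold in CypD-/- mice by the authors' deposited tables. *Mrpl12* (chromosome 11, 120484613 to 120489065) fell 4.83-fold in WT mice, is not listed after LPS within CypD-/- mice and was 2.26-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice. Its derived level was 0.207 in LPS-treated WT and 0.467 in LPS-treated CypD-/- mice, relative to untreated WT mice. The 13 protein-coding genes of the mitochondrial genome are not listed in any of the tables, and were not analysed here. The paper shows mtDNA-encoded genes in Fig. 7B at the same thresholds and reports lower expression after LPS, which could not be checked.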

**Fig. 7:**
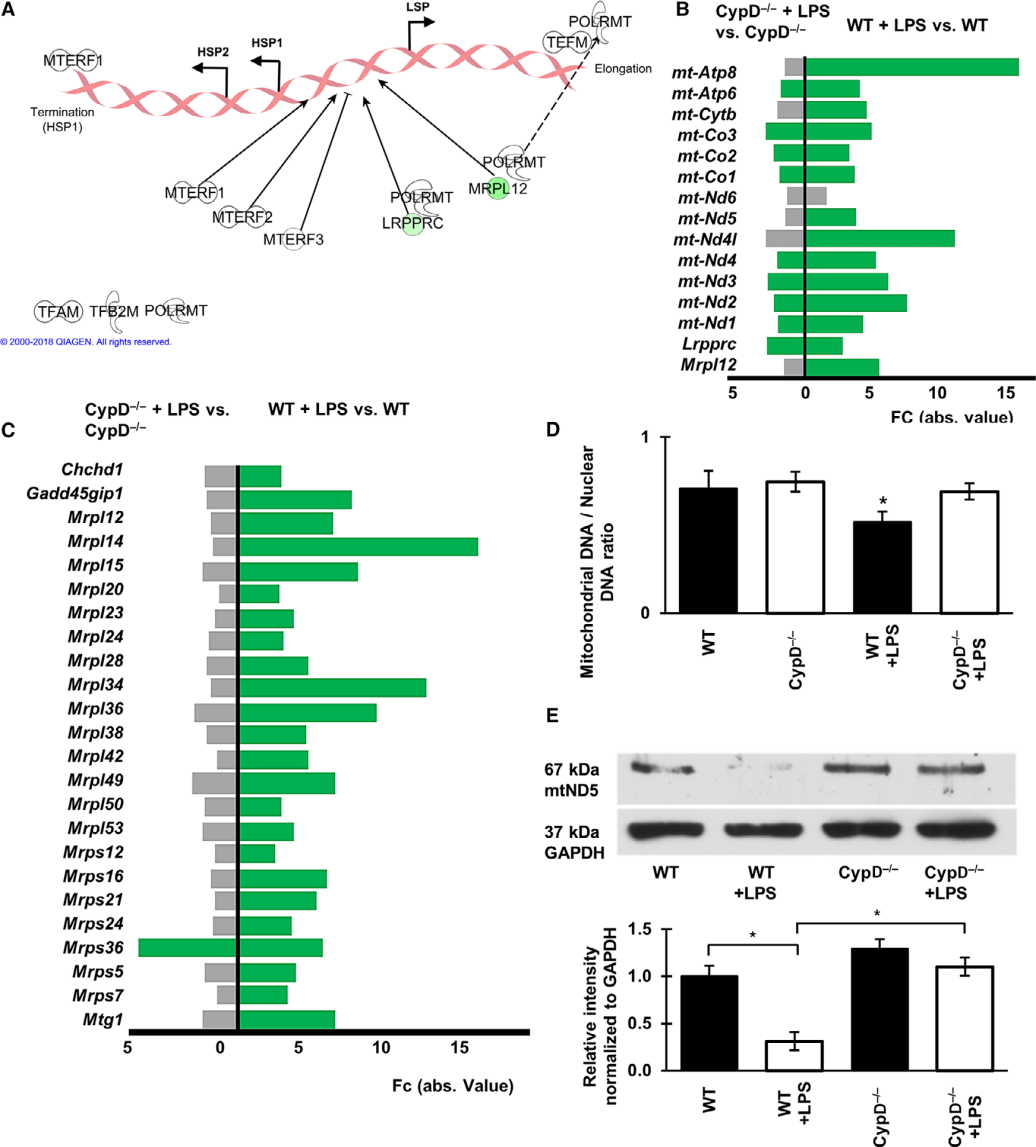
CypD deficiency attenuates LPS‐induced alterations regarding processes of mitochondrial replication in the sterile shock model. (A) Effect of CypD deficiency on the LPS‐induced alterations of regulators of transcription from mtDNA. Green symbols represent downregulated genes, while white symbols show genes not significantly affected. (B) Fold change values of LPS‐induced DEGs in the mitochondrial transcription regulators and mtDNA‐encoded genes in WT and CypD^−/−^ mice. Green bars represent downregulated genes gray bars show genes not significantly affected, (*n* = 5), Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. (C) Bar graph demonstrating DEGs for mitochondrial ribosomes and accessory proteins in LPS‐exposed WT and CypD^−/−^ mouse liver tissues. Green bars represent downregulated genes gray bars show genes not significantly affected, (*n* = 5), Kal’s *Z*‐test, adjPval < 0.05, [FC] > 1.5. (D) The effect of CypD disruption on LPS‐induced changes of mtDNA levels relative to nuclear DNA content in liver tissues during endotoxemia, determined by qPCR. Data are presented as mean ± SEM, (*n* = 5), *P < 0.05, one‐way ANOVA followed by Bonferroni *post hoc* comparisons. (E) Western blot analysis of the effect of CypD disruption after LPS exposure on the cellular level of mitochondrial protein complex I component, mtND5. Data are presented as mean ± SEM (*n* = 5), *P < 0.05, one‐way ANOVA followed by Bonferroni *post hoc* comparisons.

To evaluate whether the suppressed expression of mitochondrial components, encoded by both genomic DNAs, and the LPS‐related decrease in mtDNA content may also impact the translational machinery, the expression patterns of mitochondrial ribosomal proteins (Mrpl) and accessory proteins among the groups were assessed (Fig. 7C). In WT mice, LPS administration induced a marked decrease in expression of a major portion of these genes, but in CypD^−/−^ mice, ribosomal protein content was more preserved. 

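*Mrpl14* lies on chromosome 17 from 45686322 to 45698495 of GRCm38 and encodes a protein of the large mitochondrial ribosomal subunit. After LPS it fell 12.3-fold in WT mice and was 4.11-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice by the authors' deposited tables. Its derived level was 0.0813 in LPS-treated WT, 0.435 in untreated CypD-/- and 0.334 in LPS-treated CypD-/- mice, relative to untreated WT mice. *Mrps36*, on chromosome 13 from 100735955 to 100744659, fell 5.12-fold within CypD-/- mice against 4.32-fold in WT mice.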

While the lack of CypD itself induced a mild suppression of the expression of *Mrpl*‐12 and −14 by −1.597‐ and −2.298‐fold, respectively, LPS exposure led to differential expression of only one gene in CypD^−/−^ mice. Conversely, LPS administration in WT mice induced significantly lower expression of 24 ribosomal proteins in this gene set (Fig. 7C).

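Of 76 proteins of the mitochondrial ribosome, 22 fell after LPS in WT mice and 1 fell within CypD-/- mice, and none rose. The gene that fell in both was *Mrps36*. Random draws of 22 genes from the WT table kept 9.64 on average within CypD-/- mice, and the observed count stood at percentile 0.005. Fig. 7C, seen before the deposited data, shows this contrast for the same libraries, so the percentile is not independent evidence. Other large falls in WT mice were those of *Mrpl34* (9.66-fold), *Mrpl36* (7.08-fold) and *Mrpl15* (6.14-fold) in the authors' deposited table. Between the LPS-treated groups 6 of the 76 were higher in CypD-/- mice and none was lower, with *Mrpl34* 4.30-fold and *Mrps16* 2.75-fold higher. All 24 genes in Fig. 7C, which the study chose on these samples, were listed as lower in WT mice, and 5 were higher in the direct comparison. The cytosolic ribosome moved too: of 79 of its proteins, 19 fell and 5 rose in WT mice, and 3 fell and 11 rose within CypD-/- mice. Of the 24 listed in WT mice 2 were kept within CypD-/- mice (mean of the draws 10.5, percentile 0.01), and of the 19 listed female-predominant liver genes 1 was kept (percentile 0.015). Median folds in WT mice were 3.54 for the mitochondrial ribosome, 1.84 for the cytosolic ribosome and 4 for the female-predominant genes, and the draws were not matched on fold size.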

In accordance with the observations regarding the transcription and translation processes of mitochondrial components at the protein level, western blot analysis of mitochondrial respiratory chain complex I 67 kDa component, mtND5 indicated reduced cellular levels in LPS‐exposed WT mice, which was not observed in CypD^−/−^ mice (Fig. 7E). These findings demonstrate that disruption of CypD, and thus the prevention of mPT, attenuates the LPS‐induced alterations in nuclear‐encoded mitochondrial gene expression and also the ability to protect processes of mitochondrial replication, transcription, and translation in our endotoxic shock model.

## Discussion

CypD‐dependent mPT plays a significant role in the progression of ischemic heart [12, 13] and neurodegenerative diseases [30]; however, its role in sepsis or the regulation of inflammatory gene expression is not well understood. Cyclosporin A is the best‐studied mPT inhibitor, which blocks the action of cyclophilins and calcineurin and regulates several extramitochondrial pathways [16, 31]. It is well‐known that inhibitors of calcineurin/NFAT binding, such as cyclosporin A and FK506 are widely used in organ transplantation and can act as potent immunosuppressive drugs in a variety of diseases [31]. In endotoxemia, both these molecules have a protective effect in spite of the fact that FK506 is not a direct mPT inhibitor, showing a possible nonmitochondrial protective mechanism, namely the inhibition of calcineurin [31]. Therefore, cyclosporin A has not provided direct evidence for the role of mPT in septic shock models.

Inflammatory pathways and reactive oxygen/nitrogen species synthesis or metabolism are critically important in liver tissue during sepsis, since oxidative liver damage can further initiate production of TNFα, interleukins, and chemokines by immune cells [18]. The induced expression of these mediators can augment inflammation in the liver characterized by ROS production, creating a vicious cycle that may lead to organ failure and fatality. The attenuated oxidative/nitrosative damage of liver tissue in CypD‐deficient mice, 24 h after LPS exposure (Fig. 4C–E), was in accordance to our previous observations in lung endotoxemia, where the more preserved tissue structure was accompanied by lower neutrophil infiltration [16]. Also, disruption of CypD suppressed the activation of NF‐κB and the morphological characteristics of macrophage activation after LPS administration, in vitro [17]. Governed by cytokine production, these observations could be explained by the attenuated TLR (Fig. 3A, B) and TNFR signaling (Fig. 3D, E), and lowered NO and ROS production in macrophages (Fig. 4A, B) revealed by IPA analysis, in the liver tissue of CypD‐deficient endotoxemic mice.

During inflammatory response, p38 mitogen‐activated protein kinase (MAPK) regulates NF‐κB and immune cell activation and additionally propagates cell death by destabilizing the mitochondrial membranes. We previously demonstrated that in case of oxidative stress and the consequent DNA damage response, the ongoing nuclear events, especially the activation of poly(ADP‐ribose)‐polymerase 1 is able to attenuate the negative feedback on MAPK activity via suppressed MAPK phosphatase‐1 expression [32, 33]. Here we propose that via a mitigated mitochondrial ROS accumulation, disruption of CypD is able to attenuate the emerging collapse of energy metabolism and mitochondrial dysfunction. [32] By lowering mitochondrial alterations and tissue damage due to LPS administration, CypD deficiency prevents a vicious cycle leading to systemic failure. Here, we tested this hypothesis and analyzed the role of CypD‐dependent mPT on liver gene expression in LPS‐induced endotoxic shock model.

The present RNA‐seq data show surprisingly large and wide‐range effects of CypD‐dependent mPT on LPS‐induced inflammatory reprogramming (Fig. 2A–C). 

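The direct comparison of the LPS-treated groups lists 963 genes, 595 higher and 368 lower in CypD-/- mice. By the authors' deposited table, the genes highest in CypD-/- mice relative to WT mice were *Lyzl4* (137-fold), the Y-linked *Eif2s3y* (29.2-fold) and the male-predominant *Cyp4a12a* (29.1-fold). The lowest were the female-predominant *Sult3a1* (79.7-fold) and *Sult2a1* (63.2-fold) and the interferon-inducible GTPase *Ifi47* (58.5-fold). Of the 867 genes listed there and after LPS in WT mice, 851 (98.2%) moved in opposite directions. As both tables hold the WT + LPS library, on opposite sides, chance alone gives more than 50% here. The 16 genes with the same direction include *Cyp2c69* (22.5-fold lower) and *Cyp2b9* (15.3-fold lower), which are female-predominant, and *Reg3g* (9.95-fold higher). Of 25 male-predominant genes, 22 were higher and none was lower in LPS-treated CypD-/- mice.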

CypD disruption reduced the number of LPS‐induced genes by ~ 50% and altered the activatory or suppressive effects of LPS on a large number of signaling and metabolic pathways (Fig. 2C, S1A, Tables [Link], [Link], [Link], S2, S3). Several studies have explored LPS‐induced reprogramming in macrophages [6, 22, 23, 34]; however, much less data are available for inflammatory reprogramming in hepatocytes or liver tissue in a sepsis model [21, 35]. Here, we provide evidence for the large‐scale reprogramming of gene expression in LPS‐induced endotoxic shock, affecting 2715 genes and 179 pathways, as determined by IPA^®^ (Table S1). The differential expression of 1369 genes indicates that the disruption of CypD significantly reduced LPS‐induced alterations (Fig. 2C). Additionally, the great majority of DEGs related to CypD disruption was also affected by LPS exposure, which left only 16 DEGs unique to the CypD^−/−^ vs WT comparison (Fig. 2B). 

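Of the genes that differed between the untreated groups, 192 (78.4%) also changed after LPS in WT mice, 100 in the same direction and 92 in the opposite one. Within CypD-/- mice, 135 of them changed after LPS, 114 in the direction opposite to the difference between the genotypes. *Mt1*, a metallothionein, was 3.48-fold lower in untreated CypD-/- mice by the authors' deposited tables, and rose 26.3-fold there and 23.6-fold in WT mice. The untreated CypD-/- library is the numerator of the comparison between the untreated groups and the denominator of the LPS comparison within CypD-/- mice, which by itself favours opposite directions.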

Pathway analysis by IPA^®^ showed that LPS induced significant changes in pathways affecting inflammatory and oxidative stress‐related processes (Fig. 2C, Table S3), which were attenuated by the disruption of CypD, demonstrating its protective role regarding the inflammatory reprogramming during endotoxic shock.

In addition to inflammatory pathways, oxidative stress plays an important role in multiple organ failure and survival [32, 33]; therefore, we analyzed the consequences of CypD deficiency in the reprogramming of oxidative stress‐related pathways. LPS treatment reduced the expression of *Nrf2* and Nrf2‐regulated genes, leading to a compromised function of key antioxidant enzymes, such as *Cat* and *Prdx1*, and also significantly impacted glutathione‐mediated oxidant defense system in the liver of WT mice (Fig. 5A,B, S1E). These changes in the antioxidant system contribute to and indicate mitochondrial dysfunction, propagating further production of ROS and oxidative stress leading to protein, DNA and tissue damage (Fig. 4C–E). Emerging oxidative stress accompanied by accentuated peroxynitrite formation in face of a somewhat diminished cellular antioxidant defense may lead to excess damage of the mitochondrial population, propagating its quality control mechanisms. Moreover, proper Nrf2 function and physiological NO and ROS production is required for the processes of mitochondrial biogenesis. Disruption of CypD attenuated the effect of LPS on these pathways, leading to a markedly lower production of NO and ROS and less severe oxidative stress‐related tissue damage (Fig. 4C–E) which is one of the main causes of multiple organ failure and fatality.

Damage and dysfunction of mitochondria are observed in septic shock, and it is considered an important factor in the induction of multi‐organ failure during endotoxemia [7, 8, 36]; however, in sepsis models, changes in mitochondrial biogenesis are contradictory, since compensatory increases in the rate of mitochondrial biogenesis occurs in some cases [37, 38], while the suppression of the rate of mitochondrial biogenesis is observed in other cases [39, 40]. It is a significant observation that stabilization of the mitochondrial membrane system, by preventing CypD‐dependent mPT, attenuated LPS‐induced mitochondrial dysfunction and the suppressed expression of members of the oxidative phosphorylation complexes (Figs 6A, S3, Table S1, S2). Although NO and ROS, generated by the inflammatory response induce mitochondrial damage, they can also contribute to the activation of mitochondrial biogenesis [41]; therefore, it is likely that shifting NO and ROS production toward the physiological range, CypD disruption can also protect mitochondrial biogenesis in other ways, perhaps via the mitigation of LPS‐induced suppression of *Nrf2* levels and cellular antioxidant defense system (Fig. 5A, B). Data regarding LPS‐suppressed mitochondrial biogenesis have been published elsewhere [39], and data from pediatric sepsis patients have shown a reduction in the expression of mitochondrial proteins encoded by nuclear genes in sepsis [40]. Sepsis‐induced suppression of mitochondrial biogenesis is considered an important factor in fatality [40]; therefore, our observation that inhibition of mPT attenuates the inflammatory suppression of mitochondrial biogenesis indicates that CypD (CypD‐dependent mPT) may be a therapeutic target in endotoxic shock.

Here, we used an LPS‐induced endotoxemic model, and the serious question was how well this model could represent the complex gene expression changes in human sepsis or septic shock conditions. Recently, there have been attempts to differentiate between sepsis patients who survive and those who die, and the main difference between these groups was the occurrence of mitochondrial dysfunction and impairment of oxidative phosphorylation pathways [40]. In our model, WT mice died in the immunosuppressive phase (Fig. 1A, C), and similar to nonsurviving humans in sepsis, they were characterized by mitochondrial dysfunction and impaired oxidative phosphorylation (Figs 2C, 6A, S3). Surviving sepsis patients have more preserved mitochondrial function [42], similar to the CypD^−/−^ mice, showing that the prevention of mitochondrial mPT could contribute to the better survival. Furthermore, the present data show a correlation between the expression levels of nuclear‐ and mitochondrial‐encoded components of respiratory complexes (Figs 6A, 7B, S1F, S3), despite the fact that their transcriptional regulation is different. CypD disruption attenuated the LPS‐induced suppression of nuclear‐encoded mitochondrial translation machinery components (Fig. 7C) and mtDNA‐encoded gene expression (Fig. 7B), showing a protective effect on both genomes. These are the first data showing that the prevention of CypD‐dependent mPT attenuates the LPS‐induced suppression of nuclear‐ and mitochondrial‐encoded mitochondrial genes, including mitochondrial transcription machinery genes in endotoxic shock.

Disruption of CypD prevents mPT and therefore attenuates LPS‐induced complex changes, resulting in the maintenance of more stable mitochondrial structure and less ROS‐related signaling. The most dramatic effects of CypD disruption were the reduction of LPS‐induced reprogramming and the protection of mitochondria and complexes of oxidative phosphorylation (Fig. 6A, S1F, S3), which must have an important effect on the survival of the mice (Fig. 1C). Therefore, CypD‐dependent mPT inhibition, which mitigates mitochondrial dysfunction, can be a novel drug target in endotoxic shock and other inflammatory diseases.

## Materials and methods

### Animals

Male C57BL/6 mice, purchased from Charles River Budapest, Hungary Breeding and male *Ppif* ^‐/−^ (CypD^−/−^) mice of C57BL/6 background, supplied by Prof. László Tretter (Semmelweis University, Budapest, Hungary) were used for the experiments. All animals were 16–20 weeks old, weighting 20–30 g. Tap water and mouse chow were provided ad libitum. Mice were kept under standard conditions according to the Guidelines for the Care and Use of Laboratory Animals published by the US NIH, and the experiment was approved by the Animal Research Review Committee of the University of Pecs, Medical School.

### Materials

Lipopolysaccharide from Escherichia coli 0127:B8 (Sigma‐Aldrich Budapest, Hungary; L 8654). The following primary antibodies were applied: NADH dehydrogenase subunit 5 (mtND5) (Thermo Fisher Scientific, Waltham, MA USA; PA5‐36600), glyceraldehyde‐3‐phosphate dehydrogenase (Gapdh) (Merck KGaA, Darmstadt, Germany; #AB2302), and nitrotyrosine clone 1A6 (Merck KGaA, Darmstadt, Germany; #05‐233) and 4‐Hydroxynonenal (4‐HNE) (Merck KGaA; #AB5605). To label the fragmentation of nuclear DNA, ApopTag^®^ Plus Peroxidase In Situ Apoptosis Detection Kit (Merck KGaA; #S7101) was used according to the manufacturer's instructions.

### Experimental setup

C57BL/6 wild‐type and CypD^−/−^ mice were randomized into two groups. To induce murine endotoxic shock, a single dose of intraperitoneal LPS (40 mg·kg^−1^, dissolved in PBS) was given to the LPS group while the control groups received PBS (10 µL·g^−1^) intraperitoneally. Twenty‐four hours after treatment, all mice were sacrificed by overexposure to isoflurane (Isopharma, Pasig City, Philippines). Abdomen was opened, and liver was removed. Different samples were (i) fixed in 10% paraformaldehyde (pH 7.2), (ii) snap frozen in liquid N_2_, (iii) submerged into RNALater (QIAGEN GmbH, Hilden, Germany; ID: 76104) RNA stabilization reagent, or (iv) homogenized as described further on.

### mRNA isolation from liver tissue and quantitative reverse polymerase chain reaction (qPCR)

Total mRNA was isolated from tissue samples [20] using RNeasy Mini Kit (QIAGEN GmbH; ID: 76106) according to the manufacturer’s instructions. To reach higher RNA yields QIAshredder (QIAGEN GmbH; ID: 79656), homogenizer was used. The quality of extracted RNA was determined using Bioanalyzer 2100 (Agilent Technologies Santa Clara, California, USA) measurements. Total RNA concentration was determined using spectrophotometric method (IMPLEN NanoPhotometer^TM^) or Qubit RNA Broad‐range assay kit (Thermo Fisher Scientific, Waltham, MA USA; Q12210) and reverse‐transcribed into cDNA with either RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA USA; K1621) or SuperScript VILO Master Mix (Thermo Fisher Scientific, Waltham, MA USA; 11755050) according to the manufacturer’s instructions. SybrGreen technology‐based real‐time quantitative PCR was used to quantify the relative abundance of the selected mRNAs. For this, specific exon spanning gene expression assays were used (Table 1). As controls, we used reaction mixtures without cDNA. All of the measurements were performed in duplicate with at least three biological replicates. The ratio of each mRNA relative to the beta‐actin (Thermo Fisher Scientific, Waltham, MA USA; assay ID: Hs99999901) was calculated using the 2^‐ΔΔ^ *^C^* ^T^ method.

**Table 1:** Sequences of PCR primers used in the study

Gene	Forward (5'‐3')	Reverse (5'‐3')
*Atf4*	TTA ATA AAA GTC GAC CAG GTT GCC	GAG TGT CTT CCT CCT TTA CAC ATG G
B2Microglobulin	AAA TTC CTA AAG TAG AGA TGT	AGG CGT ATG TAT CAG TCT CAG TGG
*Cat*	TTTTGCCTACCCGGACACTC	GGGGTAATAGTTGGGGGCAC
*Cd14*	CCTGAATTGGGCGAGAGAGG	GCATCCCGCAGTGAATTGTG
c‐Jun	CCT GTC CCC TAT CGA CAT GG	GGA GTT TTG CGC TTT CAA GG
*c‐Myc*	TAG TGA TCC TCA AAA AAG CCA CC	TCA GTT TAT GCA CCA GAG TTT CG
*Cox5b*	GGGCTGGAGAGGGAGATCAT	TGCTGATGGACGGGACTAGA
*Csf1*	ACA TAA TAG ATG AGA CCA TGC GC	TTC TTG ATC TTC TCC AGC AGC
*Cxcl2*	*GCT GTC AAT GCC TGA AGA CC*	*GGA TGA TTT TCT GAA CCA GGG*
*Foxo1*	CTT GGA CTG TGA CAT GGA GTC C	AGT CTT GAC ACT GTG TGG GAA GC
*Gpx1*	TGCAATCAGTTCGGACACCA	GGAAGGTAAAGAGCGGGTGA
*Gstp1*	GCGGCAAATATGTCACCCTC	CGAGCCACATAGGCAGAGAG
*Hif1α*	CAA TGT CTC CTT TAC CTT CAT CGG	CAC ATC AAA GCA ATA TTC ACT GGG
*Ifng*	GCG GCG AGA ACG AGA AGA A	GGG GAA GTG GCA ACT GAT GA
Mito12SrRNA	CTT AAA ACT CAA AGG ACT TGG CG	TGG CGG TAT ATA GGC TGA ATT AGC
*Ndufa4*	AGCATCCCAGCTTGATTCCTC	TGCCAAGCGCATCACATACA
*Ndufb2*	GGGAGTTTCCCCAGCTTACC	ACCTTGCTCCTACTCGTCCA
*Nfe2l2*	GGACATGGAGCAAGTTTGGC	CCAGCGAGGAGATCGATGAG
*Nf‐kB1*	TAT CGT TCA GTT GGT CAC AAA TGG	TGT AGA TAG GCA AGG TCA GAA TGC
*Nf‐kB2*	ATC CAT GCA GAG AAT GAG GAG C	CGG AAG TTT CTT TGG GTA TCC C
*Rela*	ATTGCTGTGCCTACCCGAAA	TACCATGGCTGAGGAAGGGA
*Rhot2*	AGGTGCCCACTCATATCGTG	TGCCATTCACAAGCGGGAT
*Sdhc*	AGCTTTGTATCAGAAATGCTGCTC	GCTATTCCAGAGCCTCGGTG
*Sod2*	AATCAGGACCCATTGCAAGGA	TGAAGGTAGTAAGCGTGCTCC
*Stat3*	AAA GGA CAT CAG TGG CAA GAC C	AGT GGA GAC ACC AGG ATG TTG G
*Tank*	GCA ACT CAA TAG AGC ATA TGA AGC C	TCA TCA AGG GTC AAA TTA TTC TTC C
*Tbk1*	ATC TGT GGC TCC TGT CTG ATA TCC	GCA CTT TAT GTC TTG TTG TTG TCT CC
*Tlr2*	GAA GCG AAT CAC AGT AGA GAA CAG C	CTA AGG TTT GTA GAG AAG GCC AGG
*Tnfa*	ATG AGC ACA GAA AGC ATG ATC	TCA CAG AGC AAT GAC TCC AA

### Whole transcriptome sequencing

Whole transcriptome sequencing was performed as described previously [43]. Briefly, RNA quality and quantity measurements were performed on Bioanalyzer 2100 (Agilent Technologies Santa Clara, California, USA) and Qubit (Thermo Fisher Scientific, Waltham, MA USA; Q12210). High‐quality (RIN > 8.5) total RNA samples from three biological replicates were pooled in equimolar concentrations and processed using the SOLiD total RNA‐Seq Kit (Thermo Fisher Scientific, Waltham, MA USA; 4445374) according to the manufacturer’s instructions. For this, 5µg of RNA was DNaseI (18068015) treated and the ribosomal RNA depleted using RiboMinus Eucaryote kit for RNA‐Seq (A1083708) and RiboMinus Concentration Module (K155005) all three from Thermo Fisher Scientific, Waltham, MA USA. The leftover was fragmented using RNAseIII (part of the kit), the 50‐200 nt fraction size‐selected, sequencing adaptors ligated and the templates reverse‐transcribed using ArrayScript reverse transcriptase (part of the kit). The cDNA library was purified with Qiagen MinElute PCR Purification Kit (QIAGEN GmbH; ID: 28006) and size‐selected on a 6% TBE‐Urea denaturing polyacrylamide gel (Thermo Fisher Scientific, Waltham, MA USA; EC6865BOX). The 150‐250 nt cDNA fraction was amplified using AmpliTaq polymerase (Thermo Fisher Scientific, Waltham, MA USA; N8080171) and purified by AmPureXP Beads (Agencourt, Beckman Coulter GmbH Krefeld, Deutschland; A63882). Concentration of each library was determined using the SOLiID Library TaqMan Quantitation Kit (Thermo Fisher Scientific, Waltham, MA USA; 4449639, A12127, and A12126). Each library was clonally amplified on SOLiD P1 DNA Beads by emulsion PCR (ePCR) (Thermo Fisher Scientific, Waltham, MA USA; 4400834). Emulsions were broken with butanol (Thermo Fisher Scientific, Waltham, MA USA; 4389770) and ePCR beads enriched for template‐positive beads by hybridization with magnetic enrichment beads (Thermo Fisher Scientific, Waltham, MA USA; 4387894). Template‐enriched beads were extended at the 3' end in the presence of terminal transferase and 3' bead linker. Beads with the clonally amplified DNA were deposited onto SOLiD flowchip (Thermo Fisher Scientific, Waltham, MA USA; 4461826) and sequenced on SOLiD 5500xl System using the 75‐base sequencing chemistry (Thermo Fisher Scientific, Waltham, MA USA; 4473598). Bioinformatic analysis of the whole transcriptome sequencing was performed in color space using Genomics Workbench v6.0.1 (CLC Bio, now part of Qiagen). Raw sequencing data were trimmed by removal of low quality, short sequences so that only 75 nucleotide long sequences were used in further analysis. Sequences were mapped in a strand specific way onto the *Mus musculus* GRCm38 genome, using default parameters except for the following: minimum length 50%, minimum similarity 80% with the unspecific match limit set to 10. To identify significantly altered gene expressions in between samples, we used Kal’s Z‐test with false discovery rate (FDR) correction. Clustering was done by Hierarchical Clustering module available in the GenePattern suite [44, 45]. The gene enrichment and pathway analyses were done through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City, http://www.qiagen.com/ingenuity).

### mRNA profile

The gene expression changes were considered as significant if their fold changed value was greater than 1.5x in either direction and the FDR corrected statistical significance was lower than 0.05. These set of differentially expressed genes (DEGs) were post processed through the use of IPA^®^ to find the major biological processes associated to the whole transcriptome analysis performed. The overrepresentation of DEGs was tested in the Canonical Pathway section of IPA^®^. Selected pathway diagrams were plotted in a way that the data set molecules which met the filtering cutoff criteria of significant up or down regulation were colored in red or green, respectively. The color intensity applied was proportional with the level of gene expression alteration below the fold changed value of 10x. Description of signs and labels used in the diagrams can be downloaded from Ingenuity homepage. For pathway analyses, the ‐log of adjusted p‐values by Benjamini–Hochberg methodology (adjPval) and ratios are demonstrated, the latter in the form of: (#of DEGs)/(# of genes designated to the given canonical pathway in IPA^®^). Hierarchical clustering and heat map representation of the significant members of the pathways were done in GenePattern.

### The mtDNA and nuclear DNA quantitation by QPCR

The method is based on the Ajaz’s publication [46]. Briefly, DNA from mice liver was extracted by Nucleo‐Spin Tissue kit (MACHEREY‐NAGEL GmbH & Co. KG, Düren, Germany; ID: 740952.250) and the concentrations were measured. The concentrations were adjusted to 5 ng·µL^−1^. 1st part: Calibration curve. The samples were amplified by β2 microglobulin (β2m) and mitochondrial 12S rRNA (mito12SrRNA) primers. The products were checked by electrophoresis. Excised bands were purified by QIAquick Gel Extraction Kit (QIAGEN GmbH, Hilden, Germany; ID: 28706) according to the manufacturer’s instructions, eluted in 25 µL of elution buffer, and the concentrations were determined. Copy numbers were calculated by the following formula: copy number·µL^−1^ = [(ng·µL^−1^)*(1/mol)]/[(length bp*660 g·mol^−1^ *109 ng·g^−1^)]. β2m and mito12SrRNA PCR products were diluted containing 109 copies per µl of the DNA standard stock solution (SSS). Each SSS was diluted in tenfold for 2–8 log. PCR was performed from each sample to determine the correlation between the Ct and copy number (calibration curve). 2nd part: Absolute quantification. The template DNA was used for qPCR to determine the amount of mtDNA and nuclear DNA in the sample. Determination of Ct value gives back the concentration (or copy number) by the calibration curve. Template DNA and SSS DNA have run parallel way. 3rd part: Mt/Nuclear DNA ratio is given by dividing the average of copy number of Mt samples, and the average of the copy number of the nuclear DNA.

### Immunohistochemistry

Immunohistochemistry was performed on tissue sections. The sections were probed with antibodies indicated in the figures and listed in the materials and methods section for 1 h at room temperature. Secondary antibodies (HISTOLS® ‐R Detection System, Rabbit, # 30011.R500, HISTOLS® ‐M Detection System, Mouse, # 30011.M500; Histopathology Ltd., Budapest, Hungary) were applied for 30 min at room temperature. Sections were incubated with 3‐amino‐9‐ethylcarbazol (HISTOLS^®^ ‐Resistant AEC, # 30015.K, Histopathology Ltd., Budapest, Hungary) and counterstained with hematoxylin.

### Western blot analysis

Ten mg of frozen tissue was homogenized with ultra turrax and Potter homogenizer in 150 µL lysis buffer (50 mm TRIS, 50 mm EDTA, 50 mm sodium metavanadate, 0.5% protease inhibitor cocktail (Sigma‐Aldrich, Budapest, Hungary; I3786) and 0.5% phosphatase inhibitor cocktail (Sigma‐Aldrich; 524627), pH 7.4). The cell homogenate was sonicated, and the protein concentration was determined with protein assay kit (Bio‐Rad, Budapest, Hungary; #500‐0114) based on Bradford’s method according to the manufacturer’s description. The cell lysate was diluted in Laemmli buffer, boiled for five minutes and centrifuged (10 000 ***g***, 7 min), and the clear supernatant was used for further investigations. Tissue extracts were separated with SDS/PAGE with protein loads of 20 µg/lane and transferred onto nitrocellulose membrane. The membranes were blocked with 5% nonfat dried‐milk proteins in TBS and 0.1% Tween, incubated with the primary antibody at 4 °C overnight at a dilution of 1:1000. The secondary antibody was horseradish peroxidase‐conjugated goat anti‐rabbit IgG (Sigma‐Aldrich; A6154). Peroxidase labeling was visualized with the ECL Western blotting detection system (Amersham Bioscience, GE Healthcare Bio‐Sciences, Pittsburgh, PA, USA; RPN2232). Quantification of band intensities of the blots was performed in imagej software (National Institute of Mental Health, Bethesda, MD, USA).

### Statistical analysis

Statistical evaluations were performed using the ibm spss (Armonk, NY, USA) Statistics program for Windows, v21.0. Graphs were plotted with GraphPad Prism 6 software (San Diego, CA, USA) or in Microsoft Excel 2016. Quantitative data are presented as the mean ± SEM. The significance of difference between sets of data was determined by independent samples t‐test or by one‐way analysis of variance (ANOVA) following Bonferroni or LSD post hoc test; a *P* value of less than 0.05 was considered significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Authors' contributions

BV, FG, and BS supervised the project, designed and performed experiments, and wrote the paper. CA and NK performed Q‐RT‐PCR. FF and PBJ performed the in vivo studies the histological and western blot experiments. KE, EB, ZH, and IN performed the gene expression analysis, statistical evaluations, and data interpretation. LT provided and screened mouse lines.

## Supporting information

**Fig S1.** Heat maps demonstrating expression levels of individual genes among the study groups, (n=5).

**Fig S2.** Read coverage patterns derived from RNA‐seq experiments in mice liver tissue.

**Fig S3.** Effect of CypD disruption on the LPS induced differential expression of nuclear DNA encoded genes of oxidative phosphorylation.

**Table S1.** LPS induced significant enrichment of DEGs in WT mice liver tissue in canonical pathways analyzed by IPA. ‐lg(adjPval.) > 1.3.

**Table S2.** LPS induced significant enrichment of DEGs in CypD^‐/‐^ mice liver tissue in canonical pathways analyzed by IPA. ‐lg(adjPval.) > 1.3.

**Table S3.** List of DEGs in the CypD^‐/‐^+LPS vs WT+LPS comparison in canonical pathways analyzed by IPA. ‐lg(adjPval.) > 1.3.

## Data Availability

Gene Expression Omnibus (GEO) archive of the four sequenced libraries was deposited in NCBI’s GEO Archive at http://www.ncbi.nlm.nih.gov/geo under accession GSE79059.

How the deposited data were processed for this re-analysis (not part of the article)

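Gene expression was measured by RNA sequencing in the liver of WT and CypD-/- mice 24 h after PBS or 40 mg·kg-1 LPS, 1 pooled library for each of the 4 groups. According to the paper, the mice were male and 16 to 20 weeks old, the RNA integrity number was above 8.5, and RNA of 3 biological replicates was pooled in equimolar amounts, whereas the legends of the sequencing figures give an n of 5.

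The authors sequenced ribosomal RNA-depleted libraries on a SOLiD instrument, kept reads of 75 nt, and mapped them in color space and strand-specifically to GRCm38 in CLC Genomics Workbench 6.0.1, with a minimum length of 50%, a minimum similarity of 80% and an unspecific match limit of 10. They compared pairs of libraries by Kal's test with false discovery rate correction. The deposited tables, exported by the authors from Ingenuity Pathway Analysis, hold 1 signed score per gene, the fold change that the authors computed between the libraries, negative where the first group is lower. The q-value beside it is the false discovery rate that the authors computed from Kal's test before deposition. Each of the 4 tables holds only genes past the authors' thresholds, 1.5-fold and a q-value of 0.05: the smallest folds are 1.502, 1.503, 1.501 and 1.501 and the largest q-values 0.0499, 0.0494, 0.0499 and 0.0498. The paper's text does not name the normalization between libraries. Folds without a finite value are written in the tables as the largest number the software can hold and were treated as infinite.

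The tables hold no counts, no levels per library and no genes below the thresholds. The depth is therefore unknown, no interval for a single fold could be given, no enrichment was computed because the set of tested genes is not given, and a gene that is not listed was treated as having no value rather than as unchanged. With 1 library per group no test between groups was possible, and the authors' calls were taken as deposited.

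Symbols were matched between tables without regard to letter case. Genes were counted by direction and by overlap between tables. For genes listed in both LPS comparisons in the same direction with finite folds, the log2 ratio of the absolute folds was computed, with the share that had the smaller fold within CypD-/- mice (Wilson 95% interval) and the median. These intervals cover sampling across genes, which are not independent replicates. Levels relative to untreated WT mice are products of listed folds. Closure of the 4 tables was the log2 difference between the 2 ways around the design, called closed within 0.01.

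The 44 fixed gene lists were counted in each table as higher, lower or not listed. For each list, the number of genes listed in WT mice that were listed in the same direction within CypD-/- mice was set against 10000 random draws of as many genes from the WT table (seed 1), given as a percentile with ties split evenly. The draws were not matched on expression, length or fold size. The genes named are *Ppif*, the genes the paper names in its text or labels in its figures, the 10 largest rises and the 10 largest falls with finite folds in each comparison without predicted gene models, up to 4 members per list with the largest folds, and the genes listed in the comparison of the untreated groups alone; other genes named were chosen after their values were seen. The paper's figures had been seen when the rule was written.

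Gene positions, exons and transcript lengths (the longest transcript per gene) were taken from GENCODE M21 on GRCm38. Bootstrap intervals of the 5th percentile of the folds and of the length ratios used 1000 resamples. Calculations were done in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The calculation was checked on simulated data with 8000 genes, in which a list of 60 genes built to lose its LPS change in 1 genotype had 0 genes kept and a list built to keep it had 60 kept. The simulated folds held no noise, so these counts do not show how the procedure behaves with single noisy libraries or folds near the threshold.

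The alternatives were a threshold of 2-fold, leaving out predicted or numbered gene models, counting repeated symbols, and, for the fold ratios, genes that rose, genes that fell, genes at 4-fold or more in either genotype, and a margin of 1.2-fold. Matching symbols with letter case and leaving out Y-linked, sex-predominant and major urinary protein genes were added after seeing the data. Histology, survival, western blot and PCR data of the paper and its pathway analysis were not analysed here, nor were the raw reads. Some genes are counted in the totals but not reported here by name.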

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

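The tests of Y-linked and sex-predominant genes, including the share of smaller folds without them, were chosen after the result was seen; those of depth, selection of large folds and transcript length were set before.

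After LPS, 12 genes moved in opposite directions in WT and CypD-/- mice, a difference between groups that was not tested; 11 of them are described here. In the authors' deposited tables, the fatty acid hydroxylases *Cyp4a10* (4.14-fold) and *Cyp4a14* (4.67-fold) fell in WT mice and rose 1.55- and 1.61-fold within CypD-/- mice. *Gpx1* fell 2.60-fold and rose 1.84-fold, *Saa4* fell 1.60-fold and rose 2.12-fold, and *Mup4* fell 3.13-fold and rose 1.97-fold. *Fggy* went from a 4.57-fold fall to a 4.41-fold rise, *Fam25c* from 2.58- to 2.00-fold and *Gm7866* from 2.04- to 6.20-fold. *Hamp2*, of the hepcidin family, rose 2.47-fold in WT and fell 3.22-fold within CypD-/- mice, the secreted factor *Fgl1* rose 4.31-fold and fell 3.00-fold, and the mitochondrial leucyl-tRNA synthetase *Lars2* rose 3.18-fold and fell 2.67-fold.

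Y-linked genes, which the paper's text does not discuss, and sex-predominant genes differed between the pools although the methods describe male mice. *Ddx3y* (Y chromosome, 1260771 to 1286629 of GRCm38) was 14.4-fold lower in LPS-treated than in untreated WT mice and 14.3-fold higher in LPS-treated CypD-/- than in LPS-treated WT mice, by the authors' deposited tables. *Eif2s3y* (Y chromosome, 1010543 to 1028847) was 24.9-fold lower and 29.2-fold higher in the same comparisons and 1.98-fold higher in untreated CypD-/- than in untreated WT mice, and *Uty* was 13.6-fold lower after LPS in WT mice. None of them is listed after LPS within CypD-/- mice. Between the untreated groups, 20 female-predominant genes and 9 male-predominant genes are listed, the former all lower and the latter all higher in CypD-/- mice.

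The lowest derived level of a Y-linked gene in LPS-treated CypD-/- mice, that of *Ddx3y*, was 0.992 times that of untreated WT mice. It does not measure a fall from untreated CypD-/- mice, for which *Ddx3y* has no value. *Eif2s3y* stood at 1.98 in untreated and 1.17 in LPS-treated CypD-/- mice, relative to untreated WT mice. The 24.9-fold fall in WT mice has thus no counterpart of that size there, but a smaller fall after LPS in CypD-/- mice stays open. A candidate explanation is that the WT + LPS pool held fewer male livers, or none. All 3 Y-linked genes listed were lower there, and their X-linked partners *Ddx3x* and *Kdm6a* were 2.46- and 3.89-fold higher. Between the LPS-treated groups *Ddx3x*, *Kdm6a* and *Eif2s3x* were 2.5-, 3.70- and 1.79-fold lower in CypD-/- mice, the direction that this explanation gives. The female-predominant liver genes do not bear this out after LPS in WT mice, where 18 of 30 were lower and 1 was higher. Of 25 male-predominant genes 23 fell there too, so that LPS and sex cannot be separated on these lists. Between the LPS-treated groups, 13 female-predominant genes were lower and 1 was higher in CypD-/- mice. Fewer males in the WT + LPS pool would give that direction, but 20 of the list were already lower in untreated CypD-/- than in untreated WT mice. A fall of Y-linked genes that needs CypD also stays open, as the design has 1 library for each condition. Whether the untreated WT and CypD-/- pools also differed in sex cannot be told apart from an effect of genotype on sex-predominant genes, because 1 Y-linked gene, *Eif2s3y*, is listed between them. If the pools differed in sex, the LPS comparison in WT mice and both comparisons between genotypes mix sex with the treatment or the genotype.

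LPS changed fewer genes, and by smaller folds, within CypD-/- than in WT mice. Lower depth of the CypD-/- + LPS library would leave only larger folds past the threshold. The 5th percentile of the listed folds was 1.63 within CypD-/- and 1.76 in WT mice. The difference of -0.129 is outside the bound of 0.1 set for no effect, on the other side from the one such depth needs. This percentile also follows the size of all listed folds, with medians of 2.54 within CypD-/- and 3.74 in WT mice. It therefore cannot decide on the depth of either LPS library. Selection of large folds in WT mice was argued against as the whole cause, since 68.0% of the genes at 4-fold or more within CypD-/- mice still had the smaller fold there, where such selection alone gives 50% or less. Without the known sex-predominant, Y-linked and major urinary protein genes the share was 84.4%. Leaving them out took the genes listed in both LPS comparisons only from 1259 to 1230, too few to bring the share to 50%. These genes alone are therefore not the whole cause, but a sex difference between the pools that moves other genes was not tested. What stays open is an effect of the loss of CypD, the depth of the LPS libraries and the authors' normalization, since each condition is 1 library. So does a WT + LPS pool that stands apart for another reason, such as other sex-dependent genes or more severe illness in the mice pooled.

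Of 37 complex I subunits, 26 subunits of complexes II to IV and 76 mitochondrial ribosomal proteins, 31, 21 and 22 fell in WT mice and 7, 6 and 1 within CypD-/- mice. A loss of short transcripts in the WT + LPS library could contribute: risen genes had transcripts 1.19 times as long as fallen genes in WT mice (95% interval 1.12 to 1.27), and the ratio was 0.783 within CypD-/- mice and 0.659 between the LPS-treated groups, and without the mitochondrial lists the ratios were 1.16, 0.774 and 0.676. The cytosolic ribosomal proteins, another group of short transcripts, were lower in 19 of 24 listed cases in WT mice and higher in 11 of 14 within CypD-/- mice. Short transcripts were, however, already lower in untreated CypD-/- than in untreated WT mice, with a ratio of 1.34 (1.09 to 1.85; 1.31 without the mitochondrial lists) and 16 cytosolic ribosomal proteins lower and none higher, which by itself favours the ratio of 0.783 and the ribosomal rises within CypD-/- mice, so these do not point to the WT + LPS library. As the interval in WT mice includes the bound set for this explanation, it cannot be told apart from an effect of LPS on mitochondrial genes that needs CypD.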

How the results depend on the processing

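The alternatives that match letter case or leave out Y-linked, sex-predominant and major urinary protein genes were chosen after seeing the data. Counting repeated symbols changed no value, because no symbol is repeated within a table. No result changed direction under any alternative run.

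At a threshold of 2-fold the share of lower genes became 65.9% within CypD-/- mice and 32.9% between the LPS-treated groups, and 115 genes remained listed between the untreated groups. Complex I then had 3 listed subunits within CypD-/- mice, complexes II to IV 13 in WT and 0 within CypD-/- mice, and ATP synthase 6 in WT and 3 within CypD-/- mice. These counts fall because the stricter threshold removes genes by construction, and the same holds for 70 of the 158 list counts, which changed by over 1.5 times, while 88 did not. At that threshold, 2515 genes remained listed in WT and 1097 within CypD-/- mice, and 85.2% of the shared genes had the smaller fold within CypD-/- mice.

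The share of shared genes with the smaller fold within CypD-/- mice was 69.1% of the risen and 90.8% of the fallen genes, 68.0% of those at 4-fold or more within CypD-/- mice, 90.9% of those at 4-fold or more in WT mice, and 72.2% when the fold had to be smaller by 1.2-fold. The median log2 ratio was -0.30 for risen and -0.86 for fallen genes, -0.47 for those at 4-fold or more within CypD-/- mice and -1.15 for those at 4-fold or more in WT mice, against -0.67 over all. Selecting on a large fold in 1 genotype favours the other as the smaller by construction; the cause of the difference between risen and fallen genes was not tested.

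Without Y-linked, sex-predominant and major urinary protein genes, 98.9% of the direct differences went against the LPS change in WT mice, up from 98.2%, 2785 and 1416 genes remained listed after LPS, and 3 of 146 list counts changed by over 1.5 times. Letter case changed none of the list counts by as much. Depth is unknown, so it could not be said which genes were too weakly expressed to be listed.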

Differences from the paper's values

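No value that the paper states for a measure computed here differed from it by over 1.5 times with the settings used. The overlap counts differ slightly: 1171 and 137 genes were listed in a single LPS comparison, 724 in both LPS comparisons and no other, 74 in all comparisons and 15 between the untreated groups alone. With symbols matched with letter case, an alternative chosen after seeing the values, which drops none of the listed genes, the corresponding counts were 1189, 142, 728, 72 and 16, of which 1189, 142, 72 and 16 are the paper's counts. Leaving out predicted gene models also gave 72 genes in all comparisons.

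The paper states, from PCR measurements (Fig. 1B), that the rise of *Tlr2* was attenuated in LPS-treated CypD-/- mice. The values here are folds between single pooled sequencing libraries, another measurement, so they do not test the PCR result. The paper, however, presents the PCR as a check on its sequencing data. It also shows read alignments of *Tlr2* (Fig. S2C) for differential expression. The sequencing folds do not show a smaller rise of *Tlr2* within CypD-/- mice. In the authors' deposited tables the fold of *Tlr2* was 8.48 within CypD-/- and 7.12 in WT mice, and neither comparison between genotypes lists it. For *Cd14* and *Tbk1*, named with it, the fold was smaller within CypD-/- mice and the direct comparison lists both as lower, and *Tank* is listed in WT mice alone.

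The paper states that the transcription factors of Fig. 2E differed between the LPS-treated groups. The authors' deposited table lists 51 of the 55 in that comparison. The factors not listed are *Creb1*, *Esrra*, *Nfe2l2* and *Atf4*. At a threshold of 2-fold 33 were listed. The paper also reports lower expression of mtDNA-encoded genes after LPS in WT mice (Fig. 7B). No comparison lists any of the 13 protein-coding genes of the mitochondrial genome, so this could not be checked.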

Other observations

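The tests reported in this part were set before the result was seen; the genes were named by the fixed rule or, where a list has few listed members, after their values were seen.

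Bile acid handling was among the functions of hepatocytes that fell most after LPS. Of 23 genes of bile acid synthesis and transport, 22 fell in WT and 20 within CypD-/- mice, and none rose. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, fell 17.6-fold in WT and 4.78-fold in CypD-/- mice by the authors' deposited tables, and *Abcb11*, the bile salt export pump, 13.7- and 3.36-fold. Of the 20 genes listed in both, 19 had the smaller fold within CypD-/- mice, with a median of 3.13 times smaller, and 14 were higher in LPS-treated CypD-/- than in LPS-treated WT mice. *Nr0b2*, a repressor induced by bile acids, fell 33.7-fold in WT mice and started 3.40-fold lower in untreated CypD-/- mice. Of 42 genes of the urea cycle and amino acid breakdown, 31 fell and 3 rose in WT mice, and 26 fell and 4 rose within CypD-/- mice, with *Cth* 18.2-fold lower in WT mice. In LPS-treated CypD-/- mice, 25 of these were higher and 1 was lower than in LPS-treated WT mice. Of 64 cytochrome P450 and drug conjugation enzymes, a list that includes sex-predominant genes, 55 fell in WT mice, and 45 fell and 1 rose within CypD-/- mice.

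Lipid synthesis fell after LPS from a higher start in CypD-/- mice. Of 23 genes of cholesterol synthesis 18 fell in WT and 15 within CypD-/- mice, and of 16 genes of fatty acid synthesis 11 and 13 fell; none rose. In LPS-treated CypD-/- mice, 15 of the former were higher than in LPS-treated WT mice, with *Fdps* 5.13-fold, and 9 of the latter were higher and 1 lower. Chaperones of the endoplasmic reticulum went the other way: 12 of 36 genes of the unfolded protein response were lower in LPS-treated CypD-/- mice and none was higher, with *Hspa5*, the main chaperone of the compartment, 3.77-fold lower. *Hspa5* rose 9.68-fold in WT and 2.36-fold in CypD-/- mice. Of 24 genes of metal and iron handling, 7 rose and 10 fell in WT mice and 7 rose and 6 fell within CypD-/- mice; the iron exporter *Slc40a1* fell 16.8-fold in WT and 2.70-fold in CypD-/- mice. Of 27 genes of glucose production and glycolysis, 4 rose and 14 fell in WT mice and 5 rose and 9 fell within CypD-/- mice. Of 43 complement and coagulation genes, 23 fell and 1 rose in WT mice and 12 fell and 2 rose within CypD-/- mice. The core clock gene *Arntl* was 10.1-fold higher after LPS in WT and 15.4-fold in CypD-/- mice, and the clock-controlled *Dbp* 18.2- and 5.22-fold lower; of 19 clock genes 5 rose and 5 fell in WT mice and 3 rose and 4 fell within CypD-/- mice.

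Of 33 macrophage and Kupffer cell markers, 12 fell and 1 rose after LPS in WT mice, whereas 3 fell and 4 rose within CypD-/- mice. *Csf1r* fell 7.52-fold and *Cd5l* 8.74-fold in WT mice, and *Clec4f*, a Kupffer cell lectin, 3.58-fold in WT and 2.5-fold in CypD-/- mice, by the authors' deposited tables. Of 23 sinusoidal endothelial markers 6 rose and 5 fell in WT mice, with *Icam1* 13.7-fold higher, and 2 rose and 3 fell within CypD-/- mice. Of 17 stellate cell and fibroblast markers 2 rose and 1 fell in WT mice, the largest rise that of *Timp1* (146-fold). Lists of cholangiocyte, lymphocyte and natural killer cell markers had 1 gene each listed in WT mice, *Sox9* and *Ccl5*, and that of erythroid and platelet markers had *Alas2*. Pericentral hepatocyte genes fell in 15 of 21 cases in WT and 14 within CypD-/- mice and none rose, and periportal genes fell in 14 of 23 cases in WT and 10 within CypD-/- mice and rose in 3 and 6. Of 13 genes that differ between mouse strains, none is listed between the untreated groups. In each genotype 3 of them fell after LPS, and 2 were higher in LPS-treated CypD-/- than in LPS-treated WT mice. Of 28 cell cycle genes 4 rose in WT and 2 within CypD-/- mice, the largest rise that of the inhibitor *Cdkn1a* (87.1-fold in WT mice). *Actb*, the reference of the paper's PCR assays, was listed as 1.71-fold higher after LPS in WT and 2.34-fold higher in CypD-/- mice.

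The excess of lower over higher genes in WT mice could come from a shift of the whole WT + LPS library, for example if a few abundant transcripts took up reads: of 31 listed cytosolic ribosomal and common reference genes, 24 were lower (77.4%), between the bounds of 60% and 80% set for this explanation, so that it cannot be told apart from falls of single genes. Fewer infiltrating neutrophils in LPS-treated CypD-/- mice could lower inflammatory transcripts. Of 7 neutrophil markers that rose in WT mice, *Lcn2* and *Slpi* (28.6%) were lower in the direct comparison, between the bounds of 20% and 50%. *Lcn2* is also on the list of positive acute phase proteins, so it is not particular to neutrophils. The other markers that rose, *S100a8*, *S100a9*, *Ngp*, *Chil3* and *Il1r2*, are not listed as lower there. Within CypD-/- mice 8 of the 28 markers rose, and of the 5 with finite folds in both genotypes 2 had the smaller fold there. The folds of *S100a9* (3.21 times), *Slpi* (4.44 times) and *Chil3* (1.61 times) were larger. *Slpi*, however, started at 0.0903 times the level of untreated WT mice in untreated CypD-/- mice. After LPS it reached 19.6 times that level in CypD-/- and 48.9 times in WT mice. Folds within a genotype depend on the untreated level, so they do not decide on this explanation, which stays open.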
